# Impact of animal strain on gene expression in a rat model of acute cardiac rejection

**DOI:** 10.1186/1471-2164-10-280

**Published:** 2009-06-24

**Authors:** Katherine J Deans, Peter C Minneci, Hao Chen, Steven J Kern, Carolea Logun, Sara Alsaaty, Kelly J Norsworthy, Stephanie M Theel, Joel D Sennesh, Jennifer J Barb, Peter J Munson, Robert L Danner, Michael A Solomon

## Abstract

**Background:**

The expression levels of many genes show wide natural variation among strains or populations. This study investigated the potential for animal strain-related genotypic differences to confound gene expression profiles in acute cellular rejection (ACR). Using a rat heart transplant model and 2 different rat strains (Dark Agouti, and Brown Norway), microarrays were performed on native hearts, transplanted hearts, and peripheral blood mononuclear cells (PBMC).

**Results:**

In heart tissue, strain alone affected the expression of only 33 probesets while rejection affected the expression of 1368 probesets (FDR 10% and FC ≥ 3). Only 13 genes were affected by both strain and rejection, which was < 1% (13/1368) of all probesets differentially expressed in ACR. However, for PBMC, strain alone affected 265 probesets (FDR 10% and FC ≥ 3) and the addition of ACR had little further effect. Pathway analysis of these differentially expressed strain effect genes connected them with immune response, cell motility and cell death, functional themes that overlap with those related to ACR. After accounting for animal strain, additional analysis identified 30 PBMC candidate genes potentially associated with ACR.

**Conclusion:**

In ACR, genetic background has a large impact on the transcriptome of immune cells, but not heart tissue. Gene expression studies of ACR should avoid study designs that require cross strain comparisons between leukocytes.

## Background

Acute cellular rejection (ACR) is a major cause of morbidity and mortality among cardiac transplant patients [1-3]. Prompt diagnosis with early intervention by appropriate adjustment of immunosuppressive medications can reverse ACR, while delayed treatment of ACR can lead to graft injury or loss. Conversely, unnecessary escalation of immunosuppression exposes patients to an increased risk of infections that can also be life-threatening [4]. Unfortunately, symptoms and signs of ACR are often nonspecific. Diagnosis relies on serial cardiac biopsies, an invasive and costly procedure. In addition, ACR in its early stages can be a patchy process such that histopathologic examination of heart tissue can both under- and over-diagnose its presence [5,6]. Noninvasive, sensitive, and specific tests that reliably detect ACR in its earliest stages would greatly simplify the management of cardiac transplant patients, increase graft survival, and improve clinical outcomes. These issues combined with the advent of high-throughput functional genomic and proteomic methodologies have fueled a search for ACR biomarkers, as well as new therapeutic targets.

To date, clinical studies have not convincingly identified ACR biomarkers that appear suitable for diagnostic testing across diverse patient populations [7]. Observational gene discovery studies have been performed in ACR [8]. However, proposed panels based on gene expression changes in blood lack biological plausibility and independent replication [7]. Background noise from genotypic heterogeneity may have hampered these investigations. Proof of principle experiments using animal models of ACR that impose uniformity not achievable in clinical studies have also attempted to find candidate biomarkers. However, many of these studies have directly compared cells and tissues that originated from different animal strains [9-14]. Underlying genotypic differences have the potential to confound these experiments and lead to erroneous conclusions. Furthermore, this source of error is compounded and magnified in high-dimension, discovery-driven platforms such as microarrays that measure thousands of endpoints.

Natural variation in gene expression is known to be extensive across human populations [15-18] and animal strains [19-22]. Depending on the tissue and mouse strains examined, genotypic background appears to significantly affect the expression of 1 to 2% of the entire transcriptome [20-22]. These studies raise legitimate concerns about our ability to distinguish signal (phenotype of interest) from noise (heterogeneity or strain effects) in biomarker discovery studies. While genetic background can potentially influence the results of any study, animal investigations that require the use of more than one strain are at particular risk. Strain differences in animals and heterogeneity across human populations may significantly influence the transcriptomes of individuals to the extent that phenotypic differences of interest such as non-rejecting versus rejecting may be difficult or impossible to detect.

To date, the impact of strain differences or in essence genotypic heterogeneity on transcriptomic profiling has not been investigated in animal models of organ transplantation. Moreover, strain effects have not been quantified in tissues of interest nor have differences been thematically analyzed to determine whether study interpretation might be jeopardized. Here, the potential confounding effects of animal strain differences on expression profiling was examined in a heterotopic rat heart transplant model. RNA from native hearts, transplanted hearts, and peripheral blood mononuclear cells (PBMC) from normal and transplanted animals were interrogated using high-density oligonucleotide microarrays and analyzed for effects attributable to animal strain as well as rejection. Understanding the impact of genotypic heterogeneity on transcriptomic profiles is likely to improve experimental designs, increasing scientific accuracy for identifying promising biomarkers.

## Methods

### Animal Care

The protocol described in the current study was approved by the Animal Care and Use Committee (ACUC) of the Clinical Center of the National Institutes of Health (NIH). Animal care followed the criteria of the ACUC of the Clinical Center of the NIH.

### Histology

All specimens were processed for histopathology using hematoxylin and eosin staining. Histological changes were blindly assessed by a pathologist, using the International Society for Heart and Lung Transplantation (ISHLT) grading system for rejection [23,24].

### Heterotopic Cardiac Transplantation

Fourteen cardiac transplantations (9 isogeneic and 5 allogeneic) were performed using a modified version of the heterotopic cardiac transplantation model reported by Yokoyama *et al *[25]. Briefly, after heparinization, donor hearts were procured from Dark Agouti (DA) animals, flushed with Lactated Ringers, and prepared for transplantation with ligation of pulmonary vessels, creation of an atrial septal defect and disruption of the tricuspid valve leaflets via a right atriotomy. In isogeneic transplants, the recipient animal strain was Dark Agouti (DA to DA), and in allogeneic transplants the recipient animal strain was Brown Norway (DA to BN). In this model, the animal strains have major antigen mismatches and allografts lose pulsatility on post-transplant day 6 with histologic ISHLT grade 3R rejection. Heterotopic transplantation was performed by anastomosis of the donor ascending aorta to the recipient abdominal aorta and the donor right atrium to the recipient inferior vena cava using microsurgical techniques. Upon re-establishment of blood flow, all transplanted hearts resumed spontaneous contractions, had coordinated atrioventricular activity, and were free of gross surgical injury at the time of closure.

### Specimen Procurement

On post transplant day 6, specimens procured from isogeneic transplants (Figure 1A) consisted of DA isograft hearts (n = 4), DA native hearts (n = 4), and DA PBMC (n = 9). On post transplant day 6, specimens procured from allogeneic transplants (Figure 1B) consisted of DA allograft hearts (n = 5), BN native hearts (n = 5), and BN PBMC (n = 5). Specimens procured from untransplanted animals (Figure 1C) consisted of DA PBMC (n = 3) and BN PBMC (n = 3). Cross-sections of both ventricles and the interventricular septum were preserved in RNAlater (Ambion Inc., Austin, TX) for oligonucleotide array analysis and frozen at -70°C until processing.

**Figure 1:**
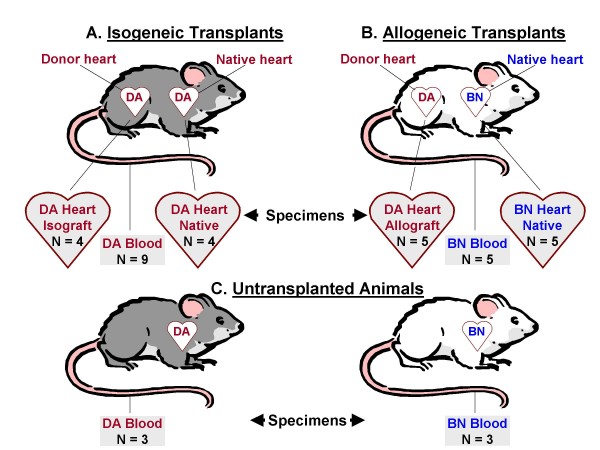
**Experimental groups and specimen procurement**. **(A) **Isogeneic transplants consisted of a strain DA donor heart placed into the abdomen of a strain DA recipient rat. Specimens procured from isogeneic transplants consisted of strain DA isograft and native heart, and strain DA blood.**(B) **Allogeneic transplants consisted of a strain DA donor heart placed into the abdomen of a strain BN recipient rat. Specimens procured from allogeneic transplants consisted of strain DA allograft and strain BN native heart, and strain BN blood. **(C) **Untransplanted animals were strain DA and BN rats that did not receive an isograft or an allograft heart. Specimens procured from untransplanted animals consisted of strain DA and strain BN blood.

### Microarrays

PBMC were isolated using the Nycoprep density gradient (Axis-Shield, Oslo, Norway). A cell count and differential were performed on all samples. Total RNA was prepared from PBMC using the RNeasy Mini kit with DNase treatment (Qiagen Inc., Valencia, CA). For PBMC, messageAmp II aRNA kit (Ambion Inc.) was used to process total RNA to cDNA and cRNA. Total RNA from heart tissue was prepared using RNeasy Mini kits with DNAase and Proteinase K treatment (Qiagen Inc). For heart tissue, total RNA (10 μg) was reverse transcribed using the SuperScript II Custom kit (Invitrogen, Carlsbad, CA). cDNA cleanup was performed using cDNA Sample Cleanup modules (Affymetrix, Santa Clara, CA). cDNA (1 μg) was used as a template for *in vitro *transcription and biotin labeling reaction using a BioArray High Yield kit (Enzo Life Sciences, Farmingdale, NY). cRNA cleanup was performed using cRNA Sample Cleanup modules (Affymetrix).

Fragmentation and hybridization was performed according to Affymetrix standard methodology. The Affymetrix RAE230A and RAE230 2.0 microarray chips were used for heart tissue samples and PBMC respectively. Microarrays were washed and stained using the standard format for the Affymetrix Fluidics Station (Affymetrix). The probe arrays were scanned using the Affymetrix Scanner G-3000. GeneChip Operating System (GSOS; Affymetrix) was used to quantify gene expression. Result quality was assessed by comparison to historical values for this laboratory.

### Quantitative PCR

TaqMan^® ^(ABI, Rockville, MD) quantitative real time – polymerase chain reaction (qRT-PCR) was utilized to quantify mRNA levels. Sufficient total RNA was available from the PBMC preparations of 3 isogeneic transplants, 3 allogeneic transplants and 5 untransplanted rats. Gene specific probes and PCR primers for glyceraldehyde 3-phosphate dehydrogenase (GAPDH), chemokine (c-c motif) ligand 9 (Ccl9), integrin alpha L (Itgal), s100 calcium binding protein A9 (S100a9), granzyme B (Gzmb), pancreatic trypsin 1 (Prss1), and lectin galactose binding soluble 5 (Lgals5) were purchased from ABI (Foster City, CA). The High-capacity cDNA Archive kit (ABI, Foster City, CA) was used to prepare cDNA from 2 μg of total RNA. Resulting cDNA was used for qRT-PCR in triplicate according to the standard ABI protocol. The target mRNA of Ccl9, Itgal, S100a9, Gzmb, Prss1 and Lgals5 were normalized to GAPDH. Relative mRNA amounts were calculated as previously described [26]. Final results were expressed as fold change.

### Oligonucleotide Microarray Data Analysis

Output from Affymetrix GCOS (Gene Chip Operating Software, Affymetrix, Inc. Santa Clara, CA) was stored in the NIHGCOS database. Affymetrix signal intensities were retrieved and assembled for further statistical analysis using MSCL Analysts Toolbox [27], a microarray analysis package that uses custom written scripts for JMP (SAS Institute, Cary, NC). Signal intensities were normalized to median values and log transformed. The data discussed in this publication have been deposited in the National Center for Biotechnology Information's (NCBI) Gene Expression Omnibus (GEO) [28] and are accessible through GEO series accession number GSE6342 [29].

Principal component analysis (PCA), a tool for visualizing a multivariate response, was performed on the entire gene chip and is used to illustrate differences between various groups. The significance of individual principal components (PC) was calculated by numerical simulation using a program written with Matlab (Mathworks, Inc., Natick, MA). The program calculates a PCA for simulated random data 1000 times, retaining the percentage of variance explained by the first PC. If the percentage variance explained by the first PC of the actual data is larger than 95% of the values obtained for random data, this PC is considered significantly large at the p ≤ 0.05 level. The second PC is tested similarly, by considering the percentage of remaining variance explained, and comparing it to the comparable value for random data. The first two principal components (PC) were visualized in two-dimensional plots (PC1 vs. PC2).

Differences in heart tissue gene expression and differences in PBMC gene expression were assessed by ANOVA. A false discovery rate (FDR) of 10% [30], a present call (Pcall) of at least 50% in either of the two groups being compared, and a fold change (FC) of at least 3 was required to declare a probeset as differentially expressed. In heart tissue, strain effect was defined in native hearts as the log-ratio of expression levels of native hearts (BN) from allogeneic transplants to that of native hearts (DA) from isogeneic transplants. Rejection effect was defined in transplanted hearts as the log-ratio of allografts (DA) to isografts (DA) expression levels. Probesets manifesting differential expression attributable to strain, rejection, or both were then identified for heart tissue [Additional file 1]. For example, if all 3 criteria (FDR ≤ 10%, FC ≥ 3, Pcall ≥ 50% in either group being compared) were met for the native heart log-ratio, but not for the transplanted heart log-ratio then the differential expression for that probeset would be considered attributable to strain. In PBMC, the strain effect was defined by the log-ratio of expression levels for untransplanted BN rats over untransplanted DA rats. Due to the requirements of the experimental design (transplanted hearts were always of strain DA) the rejection effect in PBMC could not be separately measured (isogeneic transplants were hosted by DA rats and allogeneic transplants were hosted by BN rats). Therefore, in transplanted animals, the combined strain plus rejection effects were defined in PBMC as the log-ratio of expression levels for allograft recipients (BN) over isograft recipients (DA). Thus, probesets manifesting differential expression attributable to strain in untransplanted animals, strain plus rejection in transplanted animals or both were identified for PBMC [Additional file 2]. For example, in PBMC, if all 3 criteria (FDR ≤ 10%, FC ≥ 3, Pcall ≥ 50% in either group being compared) were met for the untransplanted log-ratio, but not for the transplanted log-ratio then the differential expression for that probeset would be considered attributable to strain.

In PBMC, to arrive at a list of genes which demonstrate a rejection effect independent of animal strain, we further analyzed the "strain plus rejection effect" list. PBMC genes whose "strain plus rejection" effect was 3-fold larger (up or down) than the strain effect alone and met a post-hoc unadjusted P ≤ 0.01 criterion were considered to demonstrate a rejection effect independent of animal strain (Table 1 and 2). These genes nominally associated with rejection in rat PBMC were then compared to previously identified rejection-related genes from studies of human PBMC after cardiac transplant [8,31,32]. To accomplish this, rat gene probesets were mapped to Entrez gene identifiers using standard Affymetrix annotations [33]. These were then mapped to Homologene identifiers [34] which were then mapped to the homologous human gene identifiers.

**Table 1:** Candidate genes induced by acute cellular rejection relative to the strain effect in peripheral blood mononuclear cells

**Gene Title**	**Gene Symbol**	**Entrez Gene**	**Strain+Rejection Effect FC**	**Strain Effect FC**	**Strain+Rejection /Strain FC**	**p-value**
ring finger protein (C3H2C3 type) 6 (predicted)	Rnf6_predicted	304271	0.40	0.01	40.54	1.44E-11
membrane-spanning 4-domains, subfamily A, member 7 (predicted)	Ms4a7_predicted	293744	0.91	0.03	31.66	2.07E-03
S100 calcium binding protein A9 (calgranulin B)	S100a9	94195	3.55	0.32	11.05	2.63E-03
complement component 1, q subcomponent, gamma polypeptide	C1qg	362634	4.07	0.46	8.84	7.39E-03
distrobrevin binding protein 1	Dtnbp1	641528	0.75	0.10	7.61	1.36E-04
matrix metallopeptidase 14 (membrane-inserted)	Mmp14	81707	4.22	0.59	7.19	3.83E-03
Thyroid hormone receptor associated protein 6 (predicted)	Thrap6_predicted	299905	0.27	0.04	7.09	1.25E-03
myxovirus (influenza virus) resistance 2	Mx2	286918	0.09	0.02	5.88	3.09E-05
prolylcarboxypeptidase (angiotensinase C) (predicted)	Prcp_predicted	293118	1.02	0.21	4.89	1.53E-04
2',5'-oligoadenylate synthetase 1, 40/46 kDa	Oas1	192281	1.33	0.28	4.69	1.33E-06
high mobility group box 1	Hmgb1	25459	0.68	0.17	3.92	1.21E-07
COX15 homolog, cytochrome c oxidase assembly protein (yeast)	Cox15	309391	0.87	0.23	3.87	1.92E-05
RT1 class II, locus Ba	RT1-Ba	309621	0.60	0.17	3.60	3.23E-04
complement factor B	Cfb	294257	0.91	0.27	3.40	4.27E-04
interferon induced transmembrane protein 3	Ifitm3	361673	0.89	0.27	3.22	1.86E-04
interferon-induced protein with tetratricopeptide repeats 3	Ifit3	309526	0.35	0.11	3.11	4.13E-03
granzyme B	Gzmb	171528	0.64	0.21	3.02	1.87E-04
granzyme A	Gzma	266708	0.70	0.23	3.00	4.25E-04

The p-value column is derived from a *post hoc *test that the Strain+Rejection FC/Strain FC is not equal to 1.

**Table 2:** Candidate genes suppressed by acute cellular rejection relative to the strain effect in peripheral blood mononuclear cells

**Gene Title**	**Gene Symbol**	**Entrez Gene**	**Strain+Rejection Effect FC**	**Strain Effect FC**	**Strain+Rejection /Strain FC**	**p-value**
similar to Glycophorin	LOC688972	688972	0.55	10.07	0.05	8.26E-04
pancreatic trypsin 1	Prss1	24691	0.08	0.91	0.09	3.49E-04
similar to RIKEN cDNA 1110063G11 (predicted)	RGD1311960_predicted	305095	0.09	0.97	0.10	1.09E-04
transcription factor Dp 2 (predicted)	Tcfdp2_predicted	300947	0.22	1.94	0.11	2.53E-03
Translocase of inner mitochondrial membrane 9 homolog (yeast)	Timm9	171139	2.20	17.91	0.12	1.19E-03
lectin, galactose binding, soluble 5	Lgals5	25475	0.18	1.36	0.13	5.55E-04
immunoglobulin heavy chain 1a (serum IgG2a)	Igh-1a	299352	0.46	3.21	0.14	2.19E-03
selenium binding protein 2	Selenbp1	140927	0.20	1.24	0.16	7.24E-03
SNF1-like kinase	Snf1lk	59329	3.31	18.46	0.18	7.67E-03
pre-eosinophil-associated ribonuclease-2	LOC474169	474169	1.15	4.82	0.24	5.67E-05
2,3-bisphosphoglycerate mutase	Bpgm	296973	0.27	1.04	0.26	9.24E-03
unc-5 homolog C (C. elegans)	Unc5c	362049	1.11	3.42	0.32	1.01E-03

The p-value column is derived from a *post hoc *test that the Strain+Rejection FC/Strain FC is not equal to 1.

Gene lists were analyzed with Ingenuity^® ^Systems Pathway Analysis (Ingenuity^® ^Systems, Redwood City, California) [35] and with the Database for Annotation, Visualization and Integrated Discovery (DAVID; NIAID, NIH) [36]. Comparative analyses for enrichment of canonical pathways, Gene Ontology terms and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways were performed between each pair of lists. Each test of enrichment is a two-sided Fisher's exact test.

## Results

### Histological Evaluation

Hematoxylin and eosin stains were performed on transplanted hearts procured on post-transplant day 6. Allografts were characterized by diffuse inflammation and necrosis consistent with ISHLT grade 3 R. Isografts exhibited minimal histological changes consistent with ISHLT grade 0 R.

### A Principal Component Analysis of Microarray Results

A PCA in essence creates metagene projections that define major patterns in a data set. The first component explains the largest amount of variability followed in order by the 2^nd^, 3^rd^, and 4^th ^components, *etc*. 

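Expression in heart tissue was measured on 18 Affymetrix RAE230A oligonucleotide arrays, 1 per heart. They comprise 5 native hearts of BN rats that had received a DA allograft, 4 native hearts of DA rats that had received a DA isograft, and the 5 allografts and 4 isografts taken from the same recipients on post-transplant day 6. BN and DA are inbred strains that differ at the major histocompatibility complex, so that a DA heart is rejected by a BN recipient and accepted by a DA recipient. The authors derived 1 signal intensity per probeset with the MAS5 algorithm of the array software and scaled each array to a common trimmed mean. From these deposited signals, each array was divided by its own median and transformed to log2, after the normalization given in Methods. The median signal before this step was 44.2 in the middle array of the native BN hearts, 40.8 in the native DA hearts, 45.1 in the allografts and 42.9 in the isografts. The 15866 probesets that are not controls were tested with limma in 1 model with a mean for each of the 4 groups. A probeset was called differentially expressed at a Benjamini-Hochberg adjusted p of at most 0.10, a fold change of at least 3, and a signal at or above the array median in at least 50% of the samples of either group. The last criterion takes the place of the present call in Methods, which cannot be derived from the signals alone, and it decides how many weakly expressed probesets can be called. Fold changes are ratios of group means on the log2 scale, with the standard error (SE) of the model, and the number of arrays per group limits their precision.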

Applying a PCA to the microarray results from native and transplanted hearts provided a visual representation of the sources of variability in this experiment. PC1 encompassed a significantly large proportion (42.5%, p < 0.05) of the experimental variability and largely depicted the effect of cardiac rejection (Figure 2A). 

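Leukocyte and inflammatory transcripts had the largest increases in rejecting hearts. Relative to the 4 isografts, the 5 allografts had 93.3 times the expression of Napsa, an aspartic protease (log2 fold change 6.54, SE 0.28). The cytokine Il6 was 49.3-fold higher (5.62, SE 0.66), and the leukocyte receptor Lilrb4 was 35.3-fold higher (5.14, SE 0.69). All 3 had an adjusted p of at most 1.6e-05 in limma. Over all probesets, PC1 held 40.1% of the variance, against at most 6.63% for the first component of 1000 random data sets. The PC1 score was -100.7 ± 5.98 (SD, n = 5) in allografts and 19.5 ± 13 (SD, n = 4) in isografts. No score of one group lay within the range of the other (two-sided exact permutation p = 0.00794, the smallest that 5 hearts against 4 allow, and 0.0278 after Benjamini-Hochberg adjustment over the 14 comparisons of component scores made in both tissues).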

Allograft hearts separate widely from isograft hearts primarily along the PC1 axis. PC2 encompassed the next largest source of the experimental variability (7.9%), predominantly attributable to surgical effect of transplantation. Isografts separated from *in situ *native hearts along PC2. 

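Genes of the extracellular matrix separated isografts from the native DA hearts of the same recipients. Periostin (Postn), a matrix protein of activated fibroblasts, was 68-fold higher in the 4 isografts than in the 4 native DA hearts (log2 fold change 6.09, SE 0.83, limma adjusted p = 0.000735). The collagen gene Col1a1 was 12.2-fold higher (SE 0.51 on the log2 scale), Thbs4 12.1-fold (SE 0.39) and tenascin C (Tnc) 10.9-fold (SE 0.60; below a signal criterion at the 65th percentile). Of 44 measured genes of extracellular matrix and fibroblasts, a list fixed before the data were examined, 32 were higher at an adjusted p of at most 0.10, none was lower and 12 did not pass the test (41 higher and 1 lower when adjusted over the list alone). The list was enriched among called genes (Fisher's exact test, adjusted p = 1.88e-28) and held in camera with an adjusted p = 0.0722 with an estimated correlation. Of 16 monocyte and macrophage genes, 13 were higher (14 when adjusted over the list alone), among them Gpnmb (11.7-fold, SE 0.35) and Cd68 (3.99-fold, SE 0.34; adjusted p = 0.0722 for the list with an estimated correlation). PC2 held 7.99% of the variance. Its score was -49.5 ± 10.1 (SD, n = 4) in isografts and 13.2 ± 7.5 (SD, n = 4) in native DA hearts, with no overlap (exact permutation p = 0.0286, the smallest that 4 against 4 allow, and 0.0667 after adjustment over the family). Along PC1 the native DA hearts lay at 51.5 ± 3.13 (SD, n = 4; exact permutation p = 0.0286). Within recipients the isograft scored lower than the native heart in all 4 pairs on both components, for which an exact permutation test over pairs gives p = 0.125, the smallest that 4 pairs allow.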

The native heart group consists of hearts from 2 different rat strains (BN and DA) which were histologically normal whether or not the animal was an allograft or isograft recipient. Native hearts remained closely grouped along both PC1 and PC2. This suggests that animal strain has little or no effect on gene expression in heart tissue.

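Genes of contraction and energy metabolism, each by its brightest probeset, did not pass the test between native BN and native DA hearts, while some stress genes did. At an adjusted p of at most 0.10, none of 37 measured genes of the sarcomere and calcium handling passed. The same held for all 36 genes of fatty acid oxidation, 61 of the respiratory chain and citric acid cycle and 12 of the cell cycle. When adjusted over the list alone, 2 genes of fatty acid oxidation were higher and 2 were lower, and the counts of the other 3 lists stayed at 0. Of 16 cardiac stress genes, 3 were higher in BN hearts and 2 lower (7 and 3 when adjusted over the list alone), among the higher Acta1 (5.45-fold, SE 0.26), and this list passed camera (adjusted p = 0.00825) but not with an estimated correlation (adjusted p = 0.844 with an estimated correlation). Myh7, on both the sarcomere and the stress list, was 9.22-fold higher in BN hearts by 1 of its 2 probesets (log2 fold change 3.21, SE 0.47), while the brighter one did not pass (0.95, SE 0.31, limma adjusted p = 0.148). Fabp3, the fatty acid binding protein of heart muscle, was at 0.685 times its DA level in BN hearts (log2 fold change -0.55, SE 0.30, limma adjusted p = 0.445), and Atp5f1b, a subunit of ATP synthase, at 0.878 times (-0.19, SE 0.23, adjusted p = 0.768). As a set, the respiratory chain genes had a median log2 fold change of -0.21 and passed camera (adjusted p = 0.00385) but not with an estimated correlation (adjusted p = 0.893 with an estimated correlation), and the first call was lost under quantile normalization (median -0.02, adjusted p = 0.376). The sarcomere list, with a median of -0.08 (adjusted p = 0.433), passed camera under that normalization only (median 0.08, adjusted p = 0.0198). The PC2 score was 22.3 ± 13.8 (SD, n = 5) in native BN hearts, which did not pass a two-sided exact permutation test against native DA hearts (p = 0.294). The PC1 score was 43.8 ± 4.32 (SD, n = 5) in native BN hearts, a difference of -7.67 from native DA hearts (exact permutation p = 0.00794, adjusted p = 0.0278), beside a difference of -120 between allografts and isografts. From the grouping of the native hearts, the paper proposes that strain has little or no effect on expression in heart tissue.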

**Figure 2:**
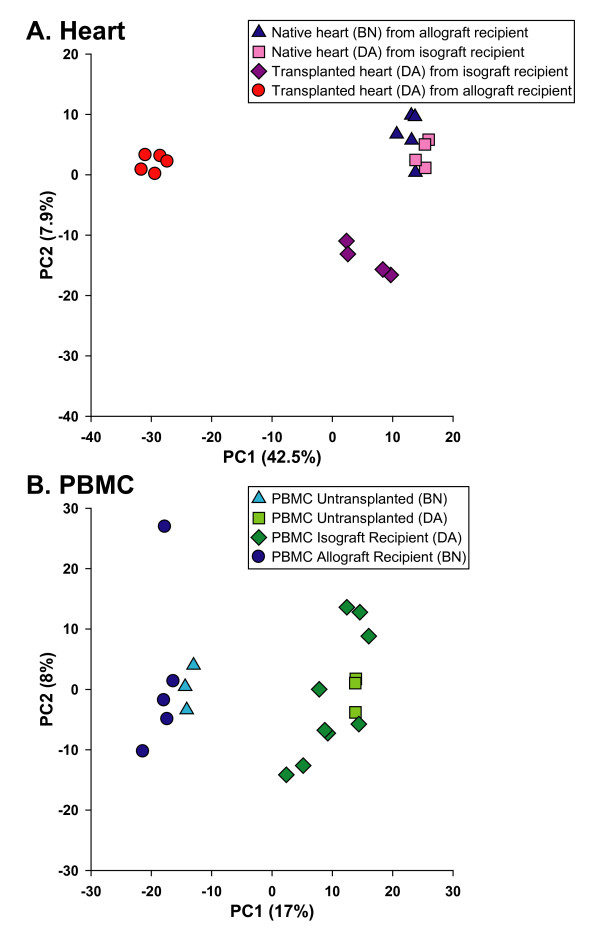
**Principal component (PC) analysis**. **(A) **Depicts variability in gene expression of native hearts from allograft (BN) and isograft recipients (DA), and of transplanted hearts from allograft (DA) and isograft recipients (DA). Principal component 1 (PC1) on the x-axis, and PC2 on the y-axis, accounted for 42.5% (p < 0.05), and 7.9% of total variability in gene expression, respectively. The samples visually separate into 3 main groups based on their immunological status: (1) rejecting transplanted hearts from allograft recipient (DA allograft); (2) non-rejecting transplanted hearts from isograft recipient (DA isograft); (3) and native hearts (DA and BN). **(B) **Depicts variability in gene expression of peripheral blood mononuclear cells (PBMC) from transplanted and untransplanted animals. Transplanted and untransplanted animal samples were processed in two batches, and the results as shown were batch-corrected for this nuisance factor. PC1 (x-axis) and PC2 (y-axis) accounted for 17% (p < 0.05) and 8% of the total variability in gene expression, respectively. Samples visually separate into 2 main groups: (1) PBMC from untransplanted DA animals and isograft recipients (DA); and (2) PBMC from untransplanted BN animals and allograft recipients (BN). The separation of animals primarily into two groups based on strain, and not ACR, indicates that most of the gene expression variability in PBMC during rejection was due to strain.

In contrast to heart tissue, PBMC, which are mostly T-lymphocytes, displayed a gene expression pattern dominated by strain effects that obscured any contribution from cardiac rejection. 

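Expression in PBMC, the lymphocytes and monocytes that a density gradient separates from blood, was measured on 20 Affymetrix RAE230 2.0 arrays, 1 per animal. The arrays comprise 3 untransplanted BN rats, 3 untransplanted DA rats, 5 BN recipients of a DA allograft and 9 DA recipients of a DA isograft, with the recipients sampled on post-transplant day 6. The authors derived signals with MAS5 and scaled the arrays in the way used for the heart arrays, and processed transplanted and untransplanted animals as separate batches. Median signals were 23.6 in the middle array of the untransplanted BN rats and 20.6 in the untransplanted DA rats, against 32.1 in the allograft recipients and 30.02 in the isograft recipients. The deposited signals of 31042 probesets were scaled, fitted and called in the same way as the heart arrays. The strain effect (untransplanted BN over DA) and the strain plus rejection effect (allograft recipient BN over isograft recipient DA) each lie within a batch. A difference between transplanted and untransplanted rats of a strain, in contrast, cannot be told apart from the batch. The ratio of both effects cancels any batch effect that is equal in BN and DA rats. For principal components, the batch was removed from the log2 signals with strain kept in the model. Strain and graft type coincide in the recipients, so the strain plus rejection effect holds both.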

An initial analysis comparing animals with rejection (allograft recipients; BN rats) to those without rejection (isograft recipients; DA rats) indicated broad differences in gene expression and the possibility of multiple, strong biomarkers that could distinguish these phenotypes (Figure 2B). Allograft and isograft recipients separated clearly from each other along the PC1 axis. However, the addition of untransplanted animals to this analysis revealed that these transcriptomic differences were almost entirely attributable to rat strain rather than cardiac rejection. Note that expression profiles from untransplanted BN and DA rats similarly separate from each other along the PC1 axis (17% of the experimental variability; p < 0.05). These untransplanted rats grouped closely with their respective strain of transplanted rats whether or not the animals had ACR (Figure 2B). 

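A class I gene, a quinone reductase and an annexin differed between BN and DA rats in both comparisons of PBMC. In untransplanted rats, the class I histocompatibility gene RT1-A was 52-fold lower in BN PBMC (log2 fold change -5.70, SE 0.27), and it was 23.4-fold lower in allograft recipients than in isograft recipients (-4.55, SE 0.18). RT1-A is measured by 1 probeset. Probesets of another histocompatibility gene, RT1-Ba, differed in direction, so the RT1-A value may not give the transcript level. Whether its probes bind BN and DA transcripts equally was not tested. The quinone reductase Nqo2 was 22.5-fold higher in untransplanted BN rats (4.49, SE 0.51) and 59.4-fold higher in allograft recipients (5.89, SE 0.35). Annexin A3 (Anxa3) was 15.3-fold and 13.8-fold higher (SE 0.27 and 0.19 on the log2 scale) by 1 of its 4 probesets, and the others were higher by 0.60 to 1.57 and 0.24 to 2.75 on the log2 scale. The 6 fold changes given had a limma adjusted p of at most 2.16e-05. PC1 held 15.9% of the variance after batch correction, against at most 5.78% in 1000 random data sets. The PC1 score was -59.6 ± 2.53 (SD, n = 3) in untransplanted BN rats and 39.9 ± 1.45 (SD, n = 3) in untransplanted DA rats (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allow). In recipients it was -58.5 ± 6.14 (SD, n = 5) in BN and 39 ± 15.9 (SD, n = 9) in DA animals (exact permutation p = 5e-04, adjusted p = 0.007 over the same 14 comparisons). Because the batch correction centres transplanted and untransplanted animals, their means within a strain are brought close by it. From the separation of untransplanted BN and DA rats along this axis, the paper concludes that the differences between allograft and isograft recipients were almost entirely attributable to strain.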

PC2 was not significant and did not further resolve these groups.

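PC2 held 7.66% of the variance, which is 9.11% of what PC1 left, against at most 6.04% in 1000 random data sets. The groups overlapped along it. The mean PC2 score was 7.5 ± 52 (SD, n = 5) in allograft recipients and -4.8 ± 37.5 (SD, n = 9) in isograft recipients (two-sided exact permutation p = 0.625). It was 1.8 ± 14.2 (SD, n = 3) in untransplanted BN rats, and scores of untransplanted DA rats ran from -16.4 to 9.5 (exact permutation p = 0.9, where 3 against 3 cannot go below 0.1). A single allograft recipient, replicate QR3, lay at 96.8, while the other 4 lay between -36.8 and 3.5.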

### Strain Effects on the Expression Profiles of Heart Tissue and PBMC in ACR

Next, differentially expressed probesets between experimental groups were identified using standardized selection criteria (see Methods) to assess the relative impact of rat strain and ACR at the transcript level. 

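Native BN and DA hearts differed most at Echdc2, an enoyl-CoA hydratase domain gene, which was 135-fold lower in BN hearts (log2 fold change -7.08, SE 0.30), and at Card9, an adaptor of innate immune signaling, which was 58.2-fold lower (-5.86, SE 0.52). Lad1 was 16.2-fold lower (-4.02, SE 0.27). The skeletal alpha-actin gene Acta1 was 5.45-fold higher in BN hearts (2.45, SE 0.26), Ano5 5.16-fold higher (2.37, SE 0.23) and Taok1 6.3-fold higher (2.65, SE 0.34). These 6 genes had a limma adjusted p of at most 0.000419, and each is measured by 1 probeset. Another probeset of the gene could be compared for 16 probesets called for strain in heart. It was called for 0 of the 16 and had the opposite sign for 5. In allografts, the muscle phosphoglycerate mutase Pgam2 was 93.2-fold lower than in isografts (-6.54, SE 0.57), Lnx1, a ubiquitin ligase, was 117-fold lower (-6.87, SE 0.20) and the glycoprotein Mfap4 was 39.1-fold lower (-5.29, SE 0.66). In all, 57 probesets were called for the strain effect, 25 higher and 32 lower in BN, and 1406 for the rejection effect, 605 higher and 801 lower in allografts. All native BN hearts came from rats rejecting an allograft and all native DA hearts from isograft recipients. The strain effect in heart therefore also holds any effect of rejection on the recipient's own heart. Of the probesets past the signal criterion, 8592 in the first comparison and 9072 in the second, 4.18% and 59.2% reached an adjusted p of at most 0.10. Taok1 and Lnx1 were not called with a signal criterion at the 65th percentile. The strain count was 35 with 0.25 array medians added before log2 and 124 with no signal criterion.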

In heart tissue, the number of strain-related differentially expressed probesets (33; BN vs. DA native hearts) was small compared to the much larger number of differentially expressed rejection-related probesets (1368; DA allograft vs. DA isograft). Furthermore, of the 33 strain-related probesets in heart tissue, only 13 (representing 13 uniquely named genes) were also associated with rejection; a very small fraction (<1%) of all rejection-related differentially expressed probesets in heart tissue (Figure 3A) [Additional file 1]. In contrast, for PBMC the number of differentially expressed probesets was very similar among untransplanted (265; BN vs. DA) and transplanted animals (279; BN strain, allograft recipient vs. DA strain, isograft recipient). 

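Of the 57 probesets called for strain, 27 (47.4%) were also called for rejection, and these make up 1.92% of the rejection list. They represent 20 named genes, against 6.47 probesets expected of independent lists. Both comparisons set the hearts of the same 5 BN recipients against those of the same 4 DA recipients, which this expected number leaves out of account. The direction was shared by 22 of the 27. Osteoglycin (Ogn), a small proteoglycan of the matrix, was 4.3-fold lower in native BN than in native DA hearts (log2 fold change -2.11, SE 0.25) and 29.6-fold lower in allografts than in isografts (-4.89, SE 0.25). The mitochondrial transport adaptor Trak2 was 4.6-fold and 4.66-fold lower (SE 0.16 for both). Lipocalin 2 (Lcn2), a neutrophil and acute-phase protein, was 7.73-fold and 4.84-fold higher (SE 0.50 for both), and Ythdf2, a reader of methylated RNA, 7.31-fold and 6.1-fold higher (SE 0.47 for both). Of the 5 probesets with opposite directions, Myh7, the slow myosin heavy chain, was 9.22-fold higher in BN hearts (3.21, SE 0.47) and 6.01-fold lower in allografts (-2.59, SE 0.47). The potassium channel subunit Kcnip2 was 3.83-fold higher and 10.7-fold lower (SE 0.40 for both). Glutaredoxin (Glrx) was 3.26-fold lower in BN hearts and 8.91-fold higher in allografts (SE 0.35 for both), and carbonic anhydrase 4 (Car4) was 3.01-fold lower and 3.12-fold higher (SE 0.39 for both). Each of these values passed an adjusted p of 0.10 in limma, with Car4 in the strain effect closest to it (adjusted p = 0.0545). The strain call of Car4 was lost without native BN heart A7 (adjusted p = 0.103), native DA heart I11 (0.146) or native DA heart I13 (0.155), and with only the 2 groups of the comparison in the fit (0.161), as was that of Glrx with only those groups (0.141). With a signal criterion at the 65th percentile neither call of Lcn2 and not the rejection call of Kcnip2 was made.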

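Interferon-induced, histocompatibility and red cell genes were among those that separated BN from DA PBMC. In untransplanted rats, the interferon-induced GTPase Mx2 was 66.2-fold lower in BN by 1 of its 2 probesets (log2 fold change -6.05, SE 0.36). The other Mx2 probeset was at 0.251 times the DA level (-1.99, SE 0.27). The ubiquitin ligase Rnf6 was 119-fold lower (-6.89, SE 0.28). The untransplanted BN signals behind the 66.2-fold and 119-fold values were 0.29 and 0.0661 array medians, so their size rests on weak signals. Serpinb11 was 49.9-fold lower in untransplanted BN rats (-5.64, SE 0.62) and the red cell membrane protein Rhag 44-fold lower (-5.46, SE 0.75). The nonclassical class I gene RT1-N2 was 20.9-fold higher (4.39, SE 0.76). In recipients, Serpinb11 was 84.5-fold lower in BN (-6.40, SE 0.43), osteocalcin (Bglap) 94.4-fold lower (-6.56, SE 0.40) and Rhag 12.5-fold lower (-3.65, SE 0.51). Argininosuccinate synthase (Ass1) was 15.6-fold higher in BN recipients (3.96, SE 0.32), and the myeloid receptor Cd33 was 10.4-fold higher (3.38, SE 0.65). Each of these passed limma at an adjusted p of at most 0.00171, while RT1-N2 and Bglap did not meet a signal criterion at the 65th percentile. In all, 325 probesets were called in untransplanted rats, 132 higher and 193 lower in BN, and 323 in recipients, 125 higher and 198 lower. Without the probesets of red cell genes, an alternative chosen after seeing the data, the numbers were 324 and 307. The share higher in untransplanted BN rats was 40.6%, and 53.2% of 355 on the signals as deposited, which shift all BN against DA values by 0.16 on the log2 scale in untransplanted rats and by 0.13 in recipients.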

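The lists of 325 and 323 probesets shared 139 probesets, 42.8% of the first and 43% of the second, against 4.82 expected of independent lists. All 139 changed in one direction, 60 higher and 79 lower in BN animals, and they represent 72 named genes. The chemokine receptor Ccr2 was 4.48-fold higher in untransplanted BN rats (log2 fold change 2.16, SE 0.57) and 5.44-fold higher in allograft recipients (2.44, SE 0.39). The interferon-induced Ifi27 was 25.2-fold and 11.1-fold lower (SE 0.24 and 0.16), and the class II gene RT1-DMa, which helps to load peptides, was 3.2-fold and 3.46-fold higher (SE 0.24 and 0.17). All 6 values had a limma adjusted p of at most 0.0308. The call of Ccr2 in untransplanted rats was lost without DA rat DA3 (adjusted p = 0.136) and without BN rat BN2, where the adjusted p of 0.1 lies just above the threshold before rounding. The untransplanted and the transplanted animals are different rats on different arrays, so the lists have no array in common.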

Importantly, of the 265 strain-related differentially expressed probesets in untransplanted animals, 120 (45%) also met criteria for differential expression in transplanted animals (Figure 3B) [Additional file 2], a substantial overlap. Two inflammatory response genes (Ccl9, Itgal) were selected from the PBMC overlap category for qRT-PCR. Ccl9 expression was much higher while Itgal was lower in BN compared to DA animals, irrespective of transplant status, across both platforms (Figure 4A – B).

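Ccl9, a chemokine that attracts myeloid cells and lymphocytes, and Itgal, the alpha chain of the leukocyte integrin LFA-1, moved in opposite directions. The Ccl9 signal was 1.73 ± 0.179 array medians (SD, n = 3) in untransplanted BN rats and 0.107 ± 0.112 (SD, n = 3) in untransplanted DA rats, a 23.1-fold difference (log2 fold change 4.53, SE 0.62, limma adjusted p = 0.000179). In recipients it was 2.08 ± 0.437 (SD, n = 5) with allografts and 0.337 ± 0.149 (SD, n = 9) with isografts, a 6.87-fold difference (2.78, SE 0.42, adjusted p = 0.000187). The Itgal signal was 0.574 ± 0.0293 (SD, n = 3) in untransplanted BN and 83.1 ± 8.04 (SD, n = 3) in untransplanted DA rats, 144-fold lower in BN (-7.17, SE 0.18, adjusted p = 2.21e-14). It was 0.922 ± 0.184 (SD, n = 5) in allograft recipients and 86.1 ± 10.9 (SD, n = 9) in isograft recipients, 94.2-fold lower (-6.56, SE 0.13, adjusted p = 1.21e-16). Each gene is represented by 1 probeset on the array. The DA signals of Ccl9 and the BN signals of Itgal lie near or below the array median, where a fold change rests on weak signals, and with a signal criterion at the 65th percentile neither Ccl9 difference was called. The qRT-PCR values were not analysed here.

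**Figure D1:**
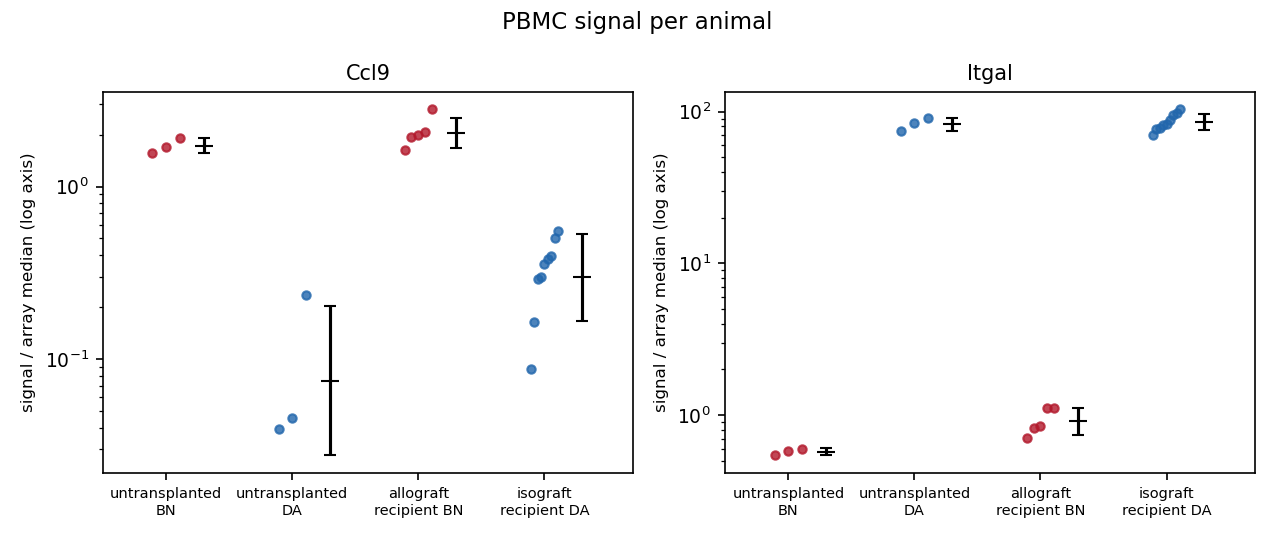
PBMC signal of Ccl9 and Itgal, as a multiple of the array median on a log axis, in the 4 groups of rats. Each point is 1 animal (BN red, DA blue) and the black bars are the mean ± SD of the log2 values; in both genes every BN animal lies on one side of every DA animal, and Itgal lies at 83.1 and 86.1 array medians on average in the DA groups.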

**Figure 3:**
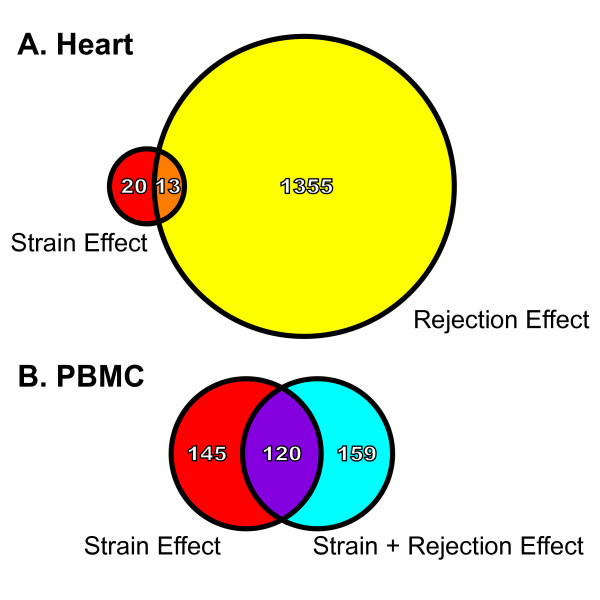
**Venn diagram representation of the union of probeset lists**. **(A) **Depicts the union of the probeset list for strain effect (native hearts) and the probeset list for rejection effect (transplanted hearts) in heart tissue. Of the 13 overlapping probesets (13 unique genes), the direction of gene expression change was concordant for 11. **(B) **Depicts the union of the probeset list for strain effect (untransplanted animals) and the probeset list for strain + rejection effect (transplanted animals) in PBMC. Of 120 overlapping probesets, the direction of gene expression change was concordant for 119. Figures 5 and 7 are color coded as defined by these Venn diagrams.

**Figure 4:**
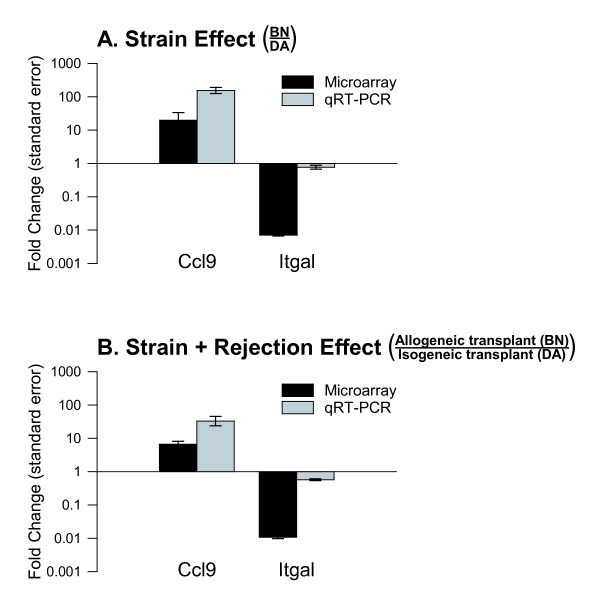
**Validation of microarray results for genes similarly affected by strain irrespective of acute cardiac rejection**. Two inflammatory response genes, Ccl9 and Itgal, were selected from the peripheral blood mononuclear cell (PBMC) overlap category shown in Figure 3B. Microarray and qRT-PCR results are from the same animals. **(A) **Strain effect in PBMC shown as the fold change in gene expression comparing untransplanted BN and DA rats. **(B) **Strain plus rejection effects in PBMC shown as the fold change in gene expression comparing allogeneic transplant recipients (BN) and isogeneic transplant recipients (DA). Ccl9 expression was higher and Itgal was lower in BN compared to DA animals irrespective of transplant status across both platforms.

To better visualize the extent of discordance or concordance in expression profiles within each tissue, bivariate plots and heat maps were generated using the union of all probesets differentially expressed in heart tissue or the union of all probesets differentially expressed in PBMC (Figure 5). This figure is color coded to track the various probeset groups as defined by the Venn diagrams shown in Figure 3. Strain and rejection effects in heart tissue were found to be highly discordant at the level of individual probesets (Figure 5A, **scatter plot**; r = 0.26), again indicating that any confounding effects of strain in heart tissue are likely to be small. 

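Across the union of 1436 probesets called in heart tissue, the strain and rejection effects had a Pearson r of 0.253 and a Spearman rho of 0.274, and 62.9% of the probesets had the same sign in both. Probesets are not independent replicates, so no p is given for these values, which describe the probesets only. Among the 30 probesets called only for strain Pearson r was 0.108, and among the 1379 called only for rejection it was 0.273. Over all 8041 probesets past the signal criterion in both comparisons r was 0.172. Il6 and Cd8a were among the 8 largest increases in allografts. Between native BN and DA hearts their log2 fold changes were 0.68 (SE 0.66) and -0.07 (SE 0.63), with limma adjusted p = 0.703 and 0.978, and none of the T cell, macrophage or chemokine genes listed before the data were examined met the calling criteria between native hearts. The comparisons have no array in common, but their hearts come from the same recipients.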

As clearly seen in the adjacent heat map (Figure 5A), most probesets had very different expression patterns comparing the strain effect to the rejection effect.

**Figure 5:**
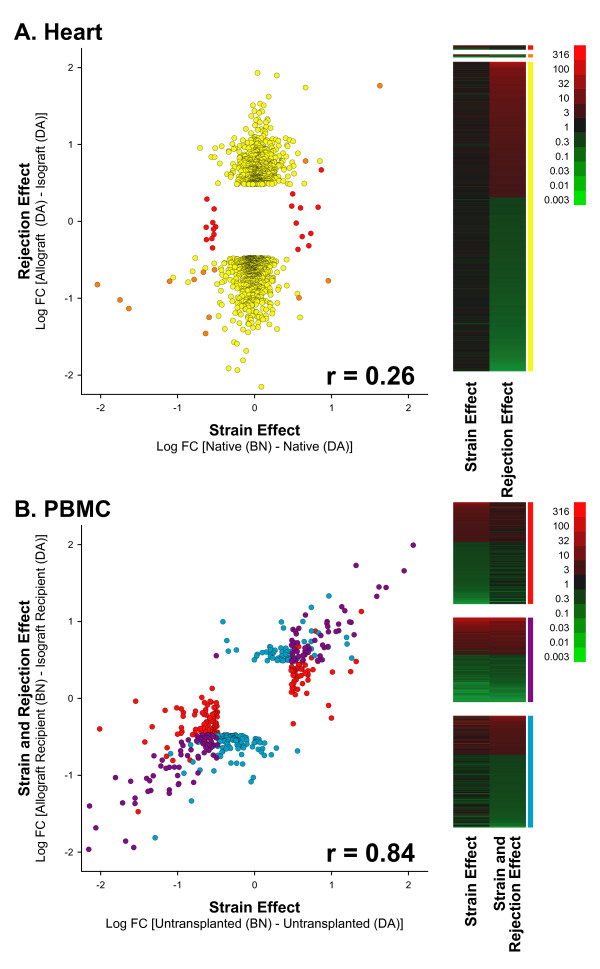
**Bivariate plots and heat maps of differentially expressed probesets**. **(A) **Relative gene expression in native (strain effect) and transplanted hearts (rejection effect) are plotted on the x and y-axes, respectively in a base 10 log scale. Each circle represents one probeset. Probesets are colored to depict group membership as defined by the Venn diagram shown in Figure 3A. Strain and rejection effects are not highly correlated (R = 0.26). Differences in gene expression due to rejection are minimally confounded by differences in gene expression due to strain in heart tissue. In the heat map, red indicates over-expression and green indicates under-expression. From the heat map, it is visually evident that strain and rejection have dissimilar gene expression patterns. **(B) **Relative gene expression in the PBMC of untransplanted (strain effect) and transplanted (strain + rejection effect) animals are plotted on the x and y-axes, respectively, in a base 10 log scale. Each circle represents one probeset. Probesets are colored to depict group membership as defined by the Venn diagram shown in Figure 3B. Strain effects in both the absence and presence of rejection are highly correlated (R = 0.84). Differences in gene expression during rejection are unapparent compared to the large background differences attributable to animal strain. In the heat map, red indicates over-expression and green indicates under-expression. From the heat map it is visually evident that strain in the absence or presence of rejection is the predominant gene expression pattern. For both (A) and (B), certain probesets appear near each other but are placed in different categories as indicated by color coding. The categorization of probesets was based on the contribution of additional variables not apparent in these scatter plots (see Methods).

In contrast to heart tissue, comparison at the probeset level of strain effect to the strain plus rejection effect in PBMC showed a high concordance (Figure 5B, **scatter plot**; r = 0.84). Both overlapping and non-overlapping probesets (Figure 3B), display very comparable expression patterns (Figure 5B, heat map). These results demonstrate that rat strain has a large effect on the transcriptomic profile of leukocytes and has the potential to overwhelm the more subtle signature of ACR. 

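Across the union of 509 probesets called in PBMC, the strain effect and the strain plus rejection effect had a Pearson r of 0.82 and a Spearman rho of 0.71, with the same sign for 92.7% of the probesets. LOC100910237 was 50.1-fold higher in untransplanted BN rats (log2 fold change 5.65, SE 0.88) and 25.3-fold higher in allograft recipients (4.66, SE 0.60). The chemokine receptor Ccr4 was 5.64-fold and 3.41-fold higher (SE 0.39 and 0.27), both below a signal criterion at the 65th percentile in recipients. Pearson r was 0.787 among the 186 probesets called only in untransplanted rats and 0.731 among the 184 called only in recipients. Over the 15049 probesets past the signal criterion in both comparisons it was 0.739. These correlations are across probesets, which are not independent replicates.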

Next, the heart tissue and PBMC probeset lists were used to perform an unsupervised cluster analysis of their respective microarrays (Figure 6). For heart tissue (Figure 6A), rejecting hearts (allografts) formed a distinct group as did nonrejecting hearts (isografts and native hearts). The latter then further divided into isografts and native hearts, followed by the sorting of native hearts into those from BN rats and DA rats (allogeneic and isogeneic transplants, respectively). In contrast, PBMC microarrays primarily divided by strain effect (Figure 6B).

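In the clustering of the 18 heart arrays on the called probesets, the first division set the 5 allografts apart from the other hearts, the second set the 4 isografts apart from the native hearts, and the third divided the native hearts into 5 BN and 4 DA hearts. The same 3 divisions were found with Euclidean distance and with complete linkage. Genes on which allografts stood apart include Fcgr3a, an Fc receptor of macrophages and NK cells, which was 32.1-fold higher than in isografts (log2 fold change 5.01, SE 0.22), and Septin4, which was 29-fold lower (-4.86, SE 0.40). Tmem116 was 26.4-fold lower (-4.73, SE 0.27). Genes on which native BN hearts stood apart from native DA hearts include Nap1l5, 6.15-fold lower in BN (-2.62, SE 0.34), and the amino acid transporter subunit Slc3a1, 6.5-fold lower (-2.70, SE 0.50). The call of Slc3a1 was lost with only the 2 groups of the comparison in the fit (adjusted p = 0.104), and that of Tmem116 with a signal criterion at the 65th percentile. The probesets were chosen for differences between these groups, so a division by group is favored by their choice.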

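In the clustering of the 20 PBMC arrays, the first division placed the 3 untransplanted BN rats and 5 allograft recipients in one cluster and the 3 untransplanted DA rats and 9 isograft recipients in the other. The second division separated 5 isograft recipients from the other 4, which stayed with the untransplanted DA rats until the third division. No division up to the third separated BN recipients with rejection from untransplanted BN rats. These groups were processed in separate batches, so their grouping cannot show whether rejection has an effect within BN rats. The division by strain was found with Euclidean distance and with complete linkage. Strain and graft type coincide in recipients, so a difference between BN and DA recipients holds both. Called genes with such a difference include Mest, a hydrolase gene (14.5-fold lower in BN, log2 fold change -3.86, SE 0.37). Asb11 was 13.5-fold lower in BN recipients (-3.76, SE 0.48). Myo5c was 17-fold higher in BN recipients (4.08, SE 0.71), and Fxyd2, a regulator of the sodium pump, 9.9-fold higher (3.31, SE 0.20). These had a limma adjusted p of at most 0.000686, and Mest and Myo5c did not meet a signal criterion at the 65th percentile. As in heart tissue, the probesets were chosen for differences between the groups.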

**Figure 6:**
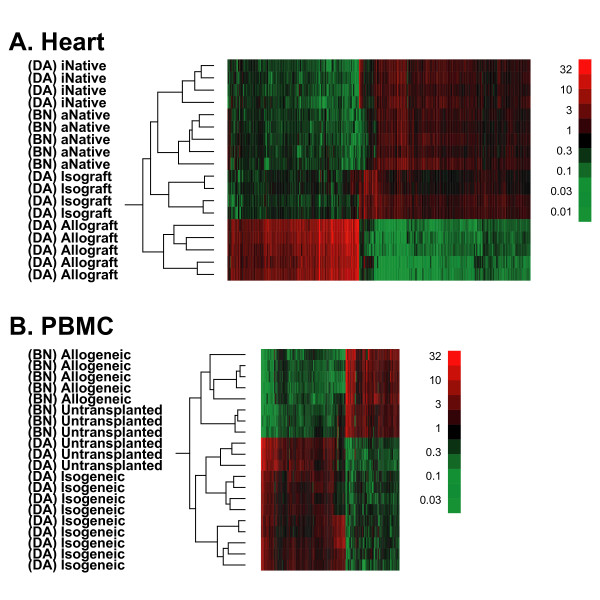
**Hierarchical clustering of the union of the probeset lists**. Two-way hierarchical clustering of samples and differentially expressed probesets within **(A) **heart tissue from native and transplanted hearts from isogeneic (i) and allogeneic (a) transplants; and **(B) **peripheral blood mononuclear cells (PBMC) from untransplanted animals and isogeneic and allogeneic transplants. Rows represent microarray chips and columns represent probesets. Red indicates over-expression and green indicates under-expression. The dendrogram illustrates how the samples segregate into groups. For heart tissue, samples segregate mainly based on the presence and absence of rejection. For PBMC, samples segregate mainly based on strain irrespective of rejection or transplant status.

### Strain Effects on Pathways and Networks Potentially Relevant to ACR Pathogenesis

Thematic analysis is routinely applied to link microarray results with pathways, networks, and various biological functions. This approach is considered robust in that results are relatively resistant to arbitrary changes in the methods and rules used to generate lists of differentially expressed genes [37]. As such, thematic analyses often play a large role in determining the final interpretation of expression profiles. Therefore, strain effects were examined using Ingenuity^® ^Systems Pathway Analysis (Ingenuity^® ^Systems, Redwood City, California) [35] for the presence of thematic signatures that might be misconstrued as the consequences of ACR. The rejection effect in heart tissue was strongly associated with many expected themes including immune response, cell death, and tissue morphology (Figure 7A). In contrast, the strain effect in heart tissue was only weakly associated with these gene signatures (unadjusted significance threshold p < 0.05). 

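Genes of infiltrating leukocytes were higher and genes of contraction and energy metabolism were lower in allografts than in isografts. All 14 measured genes of the T cell receptor and co-receptors were higher, including Cd8a (33.4-fold, log2 fold change 5.06, SE 0.63) and Cd3d (23.1-fold, 4.53, SE 0.56), as were all 6 cytotoxic effector genes, including granzyme B (Gzmb, 29-fold, 4.86, SE 0.71). Of 23 monocyte and macrophage genes 21 were higher, including the integrin Itgam (24.6-fold, SE 0.20), and of 22 chemokines and receptors 18 were higher and 1 was lower. All 10 class II genes and 17 of 20 class I and antigen processing genes were higher, led by RT1-DMa (12.7-fold, SE 0.24) and RT1-CE5 (11.7-fold, SE 0.24). Of 31 genes of apoptosis and cell death, 18 were higher and 3 lower (19 and 4 when adjusted over the list alone), including Bcl2a1, which counters apoptosis (10.1-fold, SE 0.26), the necroptosis kinase Ripk3 (9-fold, SE 0.28) and Casp1 (5.83-fold, SE 0.25). Of 33 cell cycle genes 29 were higher and 3 lower, including Mki67 among the higher (11.8-fold, SE 0.65).
Of 37 genes of the sarcomere and calcium handling 34 were lower and none was higher, including Myh6, the fast myosin heavy chain of the adult rat heart (39.7-fold, -5.31, SE 0.57), and the ryanodine receptor Ryr2 (17-fold, SE 0.65). Of 17 ion channel genes 15 were lower (16 when adjusted over the list alone), including Kcnj11 (56.2-fold, SE 0.28), and of 35 genes of fatty acid oxidation 29 were lower and 1 higher (31 and 1 when adjusted over the list alone), including Cpt1b (9.28-fold, SE 0.24). Of 61 genes of the respiratory chain and citric acid cycle 60 were lower, including Ndufs1 (5.12-fold, SE 0.16). Counts are at a limma adjusted p of at most 0.10 and did not change when adjusted over the list alone, apart from those given. All of these lists passed camera, and the calls were kept with an estimated correlation for T cell (adjusted p = 0.0474), cytotoxic (0.0579), macrophage (0.0244), chemokine (0.0204), class II (0.0527), class I (0.0865), cell cycle (0.0288), ion channel (0.0474) and fatty acid oxidation genes (0.0865). They were lost for cell death (adjusted p = 0.147 with an estimated correlation), sarcomere (0.137) and respiratory chain genes (0.163). The pathway database named in the paper was not used here.

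**Figure D2:**
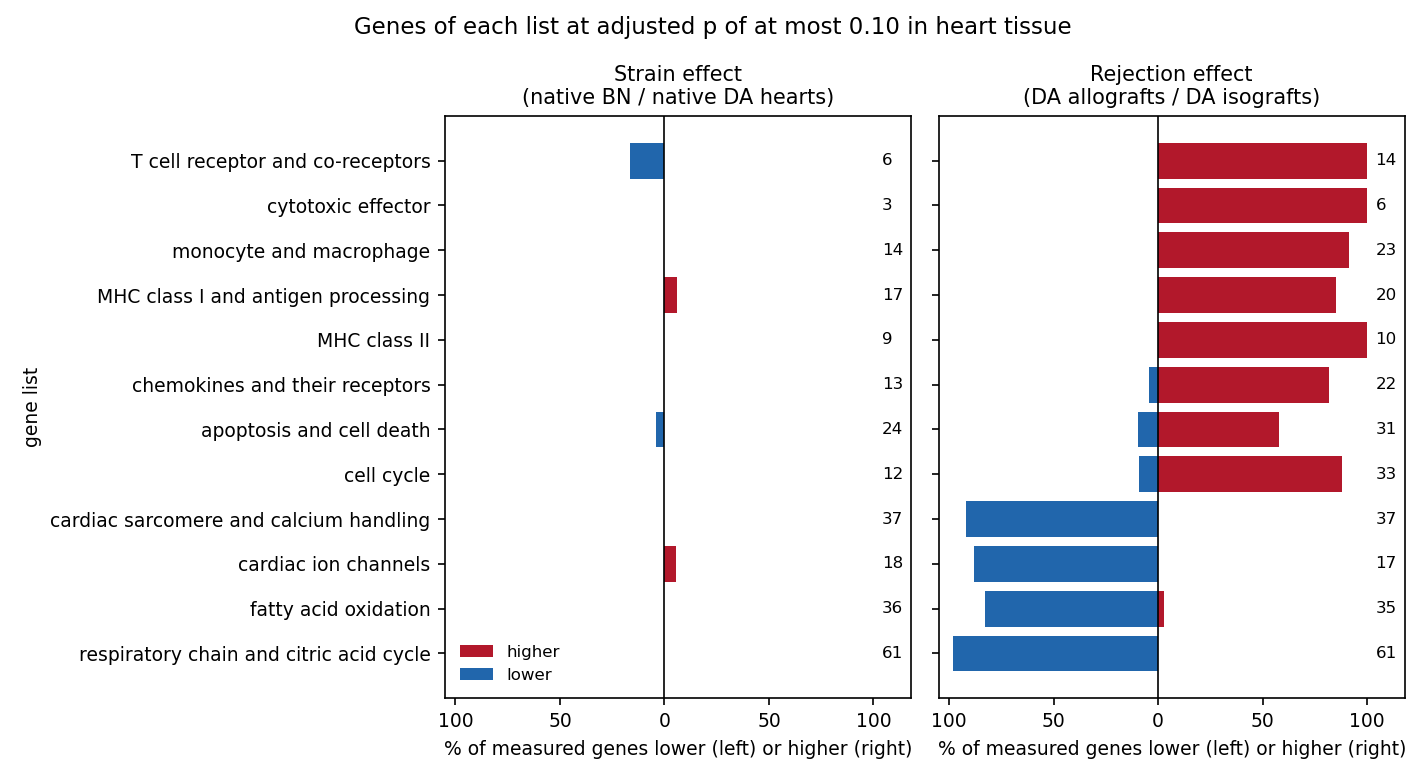
Percent of the measured genes of 12 lists that were higher (red, right) or lower (blue, left) at an adjusted p of at most 0.10 in the strain effect of native hearts and in the rejection effect of transplanted hearts, with the number of measured genes at the right of each bar. In the rejection effect 14 of 14 T cell genes were higher and 60 of 61 respiratory chain genes were lower, and in the strain effect no bar of these 12 lists exceeds 1 gene.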

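Between native BN and DA hearts, few immune or cell death genes differed. Of 24 measured genes of apoptosis and cell death 1 differed, the apoptosis inhibitor Birc2 (1.82-fold lower in BN, log2 fold change -0.86, SE 0.22), with 2 higher and 3 lower when adjusted over the list alone. None of 14 macrophage genes, 13 chemokines and receptors, 9 class II genes or 3 cytotoxic genes differed, also when adjusted over the list alone. Of 6 T cell genes Il2rb was lower (1.7-fold, SE 0.17), and of 17 class I and antigen processing genes RT1-CE5 was higher (1.93-fold, SE 0.24; 3 higher when adjusted over the list alone). Of 22 interferon-induced genes 4 were lower and 1 was higher (5 and 2 when adjusted over the list alone). Ifi27 was 2.86-fold lower in BN hearts (-1.52, SE 0.18), Ifit1 2.31-fold lower (-1.21, SE 0.17) and the transcription factor Irf7 2.01-fold lower (-1.01, SE 0.23). Of 14 red cell genes 3 were lower and none higher (8 lower when adjusted over the list alone), including carbonic anhydrase 2 (Car2, 3.48-fold lower in BN), and the list passed camera (adjusted p = 0.000178) but not with an estimated correlation (adjusted p = 0.266 with an estimated correlation). Of 12 complement genes Serping1, an inhibitor of C1, was higher (2.43-fold, log2 fold change 1.28, SE 0.34), a call lost under quantile normalization (adjusted p = 0.119) and without native BN hearts A3, A4 or A5 (0.118, 0.149 and 0.152) or native DA hearts I9, I11, I12 or I13 (0.119, 0.137, 0.114 and 0.179), and the list passed camera (median log2 fold change 0.31, adjusted p = 0.0123) but not with an estimated correlation (adjusted p = 0.49 with an estimated correlation). None of these lists was enriched among the called genes in Fisher's exact test. In camera, the macrophage list passed with a median log2 fold change of 0.27 (adjusted p = 0.0967), which did not hold with an estimated correlation (adjusted p = 0.893 with an estimated correlation). The macrophage call was also lost on signals as deposited, under quantile normalization and with 0.25 array medians added before log2. Birc2, RT1-CE5 and Irf7 did not pass with only the 2 groups of the comparison in the fit (adjusted p = 0.132, 0.114 and 0.144) or without native DA heart I13 (0.17, 0.198 and 0.115). Birc2 also did not pass without native BN hearts A3, A5 or A6 (0.13, 0.137 and 0.112) or native DA heart I9 (0.144), nor RT1-CE5 without native BN hearts A3 or A5 (0.124 and 0.139) or native DA heart I11 (0.113).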

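Untransplanted BN PBMC had lower interferon-induced, T cell and cytotoxic transcripts than untransplanted DA PBMC, and higher myeloid and class II transcripts. Of 37 measured interferon-induced genes, 19 were lower and 1 was higher (24 and 1 when adjusted over the list alone), including Ifit3, an antiviral protein (9.02-fold lower, log2 fold change -3.17, SE 0.38). Oas1b, an oligoadenylate synthetase, was the exception (10.9-fold higher, 3.44, SE 1.01, adjusted p = 0.0548). It did not pass under quantile normalization (adjusted p = 0.101), with only the 2 groups of the comparison in the fit (0.129), or without BN2 (0.147), BN3 (0.141) or DA1 (0.234). Of 24 T cell genes 13 were lower and none was higher (17 when adjusted over the list alone), with Cd8a 3.97-fold lower (-1.99, SE 0.24) and Cd8b 3.82-fold lower (-1.93, SE 0.19). Of 11 cytotoxic genes 7 were lower (9 when adjusted over the list alone), with Gzma 4.29-fold lower (-2.10, SE 0.30). Of 25 monocyte and macrophage genes 12 were higher (13 higher and 2 lower when adjusted over the list alone), including the mannose receptor Mrc1 (4.29-fold, 2.10, SE 0.39), and of 10 class II genes 5 were higher (6 when adjusted over the list alone). RT1-Ba was 89.1-fold higher by its brightest probeset, but its 4 probesets do not share a direction. Of 39 cell death genes 3 were higher and 2 lower (4 and 3 when adjusted over the list alone), including Bcl2 (2.53-fold lower, SE 0.34), which did not pass with only the 2 groups in the fit (adjusted p = 0.167) or without BN3 (0.135) or DA1 (0.125). For cell movement, Ccl2, which recruits monocytes, was 20.6-fold lower (-4.36, SE 0.62), though, like Mrc1 and Oas1b, below a signal criterion at the 65th percentile. Of 20 chemokines and receptors 5 were higher and 5 lower (7 and 5 when adjusted over the list alone), and of 22 adhesion genes 3 were higher and 4 lower (3 and 6).
Among called genes, interferon-induced genes (11 called, Fisher's exact test, adjusted p = 2.23e-10) and chemokines (5 called, adjusted p = 0.000164) were enriched, and no cell death gene was called. Camera calls of the interferon, cytotoxic, macrophage and class II lists were lost with an estimated correlation (adjusted p = 0.313 with an estimated correlation for each), as was that of the T cell list (adjusted p = 0.376 with an estimated correlation).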

For PBMC, however, strain effects alone produced very significant "hits" in several biologically plausible ACR pathways including immune response, cell death, and cellular movement. Importantly, the magnitudes of the strain-only effects on these pathways were similar to those seen in animals with rejection (Figure 7B). Likewise, another analysis using DAVID (NIAID, NIH) [36] also strongly associated the strain effect with immune defense, a thematic signature consistent with ACR.

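BN allograft recipients had lower T cell and interferon-induced transcripts than DA isograft recipients, and higher myeloid and class II transcripts. Of 24 T cell genes, 19 were lower in BN allograft recipients and 1 was higher, including Cd5 (2.66-fold lower, log2 fold change -1.41, SE 0.17), and of 26 macrophage genes 14 were higher and 1 lower (16 and 1 when adjusted over the list alone), including the scavenger protein Gpnmb (3.3-fold, 1.72, SE 0.21). Of 37 interferon-induced genes 17 were lower and 1 higher (18 and 3 when adjusted over the list alone), including Ifit1 (4.75-fold lower, -2.25, SE 0.29), and 6 of 10 class II genes were higher. Of 37 cell death genes 6 were higher and 6 lower (8 and 7 when adjusted over the list alone), including the death receptor Fas (1.75-fold higher, SE 0.20) and the death ligand Tnfsf10 (1.69-fold lower, SE 0.20). The median log2 fold change of the T cell list was -0.70 in untransplanted rats and -0.72 in recipients, and that of the macrophage list 0.88 and 0.59. The ratio of both effects did not pass camera for either list (adjusted p = 0.449 for T cell and 0.671 for macrophage genes). Cytotoxic genes gave 7 lower of 11 in untransplanted rats and 2 lower of 11 in recipients (3 when adjusted over the list alone), with a median of -0.89 and -0.29. The list's ratio passed camera (adjusted p = 2.67e-07) but not with an estimated correlation (adjusted p = 0.605 with an estimated correlation).
Red cell genes moved with the comparison of recipients. Of 22 measured, 18 were lower in BN recipients (20 when adjusted over the list alone), including carbonic anhydrase 1 (Car1, 9.11-fold, -3.19, SE 0.76) and Epb42 (7.55-fold, -2.92, SE 0.62), and 13 were called (Fisher's exact test, adjusted p = 8.76e-17). The camera calls of the T cell, red cell, macrophage, class II and interferon lists were lost with an estimated correlation (adjusted p = 0.345, 0.345, 0.287, 0.287 and 0.633 with an estimated correlation).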

**Figure 7:**
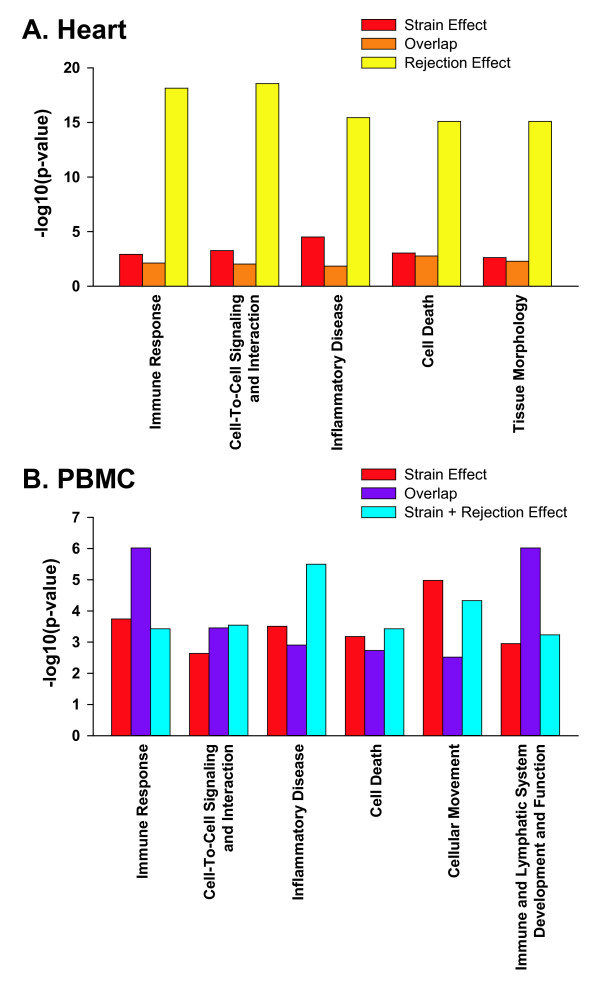
**Thematic analysis of differentially expressed genes**. **(A) **Pathway analysis in heart tissue of differentially expressed genes associated with strain effect, or rejection effect or overlap region. **(B) **Pathway analysis of differentially expressed genes in peripheral blood mononuclear cells (PBMC) associated with strain alone or strain plus rejection or both (overlap region). Genes tested are grouped and color coded as defined by the Venn diagrams shown in Figure 3. For each graph, the threshold for significance is 1.3 representing – log 0.05 (unadjusted p = 0.05). In heart tissue, the over-represented functional categories such as immune response and cell death were more strongly associated with rejection than with the strain effect. Conversely in PBMC, strain effect was strongly linked to pathways indicative of immune response and cell death both in the presence and absence of rejection. Results based on an Ingenuity^® ^Systems Pathway Analysis (see Methods).

### Genes Associated with ACR in PBMC

Even though the strain effect was larger than the ACR effect in PBMC, attempting to account for the strain effect identified 30 candidate genes potentially associated with ACR. Of these 30 candidates, 18 were induced (Table 1) and 12 were suppressed (Table 2) in rejection relative to the strain alone effect. Four of these genes, two induced (S100a9, Gzmb) and two suppressed (Prss1, Lgals5) by rejection were selected for qRT-PCR. 

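Methods apply the rule for candidates, a strain plus rejection effect at least 3 times the strain effect in either direction at an unadjusted p of at most 0.01, to the strain plus rejection list. In Tables 1 and 2, 18 of 30 genes have an effect below 3-fold in that comparison, so the rule was applied here to the probesets called in either comparison, and 38 probesets of 23 named genes were induced and 29 probesets of 21 named genes were suppressed, out of 509 in the union (10 and 17 probesets of 7 and 14 named genes when only the strain plus rejection list is used). At an adjusted p of at most 0.10 over all probesets, 19 of the induced and 10 of the suppressed probesets remained. Among the genes of Tables 1 and 2, Rnf6 had a ratio of 46.7 (log2 5.55, SE 0.34), Prcp, a carboxypeptidase, 43.1 (5.43, SE 0.58) and Ms4a7, a membrane protein of macrophages, 36.9 (5.21, SE 1.09). The size of these ratios rests on signals in untransplanted BN rats of 0.0661, 0.108 and 0.0654 array medians, far below the array median, and with 0.25 array medians added before log2 the ratios were 11, 13.8 and 9.07. A second Prcp probeset had a ratio of 4.97 (adjusted p = 0.049). Rnf6 had 0.394 times the DA level in BN recipients and 0.00844 times in untransplanted BN rats, and Ms4a7 had 0.893 and 0.0242 times. Without allograft recipient QR5, Ms4a7 was higher in BN recipients (log2 fold change 0.80, limma adjusted p = 0.0627), and its ratio kept its call. Of the 38 induced probesets, 31 were called as lower in untransplanted BN than DA rats, 15 were above the DA level in BN recipients and 7 were called as higher there. Mmp14, a membrane metalloproteinase, was among the last (4.31-fold in recipients, 0.569-fold in untransplanted rats), while its second probeset had a ratio of 0.808 (adjusted p = 0.958). Mmp14 lost its call without BN2 (log2 ratio 2.22), and Mmp14 and Ms4a7 with a signal criterion at the 65th percentile. Of the 29 suppressed probesets, 16 were called as lower in BN recipients, including Tmcc2, an endoplasmic reticulum membrane protein (0.0922-fold, ratio 0.0951), and 12 were called as higher in untransplanted BN rats, including the kinase Sik1 (19.3-fold, ratio 0.172). Suppressed here describes the ratio. The Tmcc2 signal was 65.8 array medians in isograft recipients, against 5.77 in allograft recipients, 3.89 in untransplanted BN and 4.08 in untransplanted DA rats. Sik1 was highest in untransplanted BN rats (7.94). Transplanted and untransplanted rats were in separate batches. The call of Sik1 was lost under quantile normalization (log2 ratio -1.86) and without BN1 (-2.53), BN3 (-2.41) or DA1 (-1.33), and its brighter probeset had a log2 ratio of -0.95 (adjusted p = 0.474). Of the 27 genes of Tables 1 and 2 with a probeset matched by gene identifier, 23 met the rule, 3 of them by a probeset that lists several genes. Med30 (ratio 0.9, adjusted p = 0.935), Prss1, Timm9 (ratio 0.791, adjusted p = 0.805) and Unc5c (ratio 0.309, adjusted p = 0.147, not called in either comparison, but called in untransplanted rats with no signal criterion) did not. In a search made after these differences were seen, 2 other probesets with effects near the paper's values met the rule. They are a probeset annotated Prss3 for Prss1 (ratio 0.0846) and an unnamed probeset for Timm9 (ratio 0.11). The adjusted p-values of the ratio are from limma. Without the probesets of red cell genes, an alternative chosen after seeing the data, the number of suppressed genes was 17. Other suppressed candidates moved with red cell genes too, in a comparison made after the values were seen. Across the 9 isograft recipients, 8 of the 25 suppressed probesets outside the red cell list, and 0 of the 38 induced ones, had a Pearson r with the red cell median above 0.663, the 95th percentile of the probesets that are not candidates, including Tmcc2 (r 0.948), Tfdp2 (0.933) and Sik1 (0.745).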

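For the granule protein gene S100a9, the strain plus rejection effect was 3.55 and the strain effect 0.319, a ratio of 11.1 (log2 3.47, SE 0.88, limma adjusted p = 0.169). For the protease gene Gzmb they were 0.641 and 0.211, a ratio of 3.03 (log2 1.60, SE 0.33, adjusted p = 0.0636). A second Gzmb probeset gave a ratio of 2.51 (adjusted p = 0.144). For the probeset whose annotation lists both Lgals9 and Lgals5, which cannot be assigned to either galectin gene, the effects were 0.179 and 1.35, a ratio of 0.132 (log2 -2.92, SE 0.63, adjusted p = 0.0771). Its signal was 60.2 ± 31.9 array medians (SD, n = 9) in isograft recipients, 9.72 ± 3.55 (SD, n = 5) in allograft recipients, 12.9 ± 0.909 (SD, n = 3) in untransplanted BN and 9.59 ± 1.35 (SD, n = 3) in untransplanted DA rats. In a comparison made after the values were seen, this probeset moved with the red cell genes: across the 9 isograft recipients its log2 signal and the median of the red cell genes had the same order (Spearman rho 1, Pearson r 0.988), and across the 5 allograft recipients rho was 0.9. For the trypsin gene Prss1 they were 0.199 and 1.31, a ratio of 0.152 (log2 -2.72, SE 1.19, adjusted p = 0.547). Its signal was 0.122 ± 0.118 (SD, n = 5) in allograft recipients and 0.556 ± 0.315 (SD, n = 9) in isograft recipients, below the array median in all but 1 of the 20 animals, and the probeset did not meet the signal criterion. In a search made after this difference from Table 2 was seen, a probeset annotated Prss3 had effects of 0.0763 and 0.901, a ratio of 0.0846. Table 2 gives 0.08, 0.91 and 0.09 for Prss1, so the probeset used here may not be the one behind that row. The qRT-PCR values were not analysed here.

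**Figure D3:**
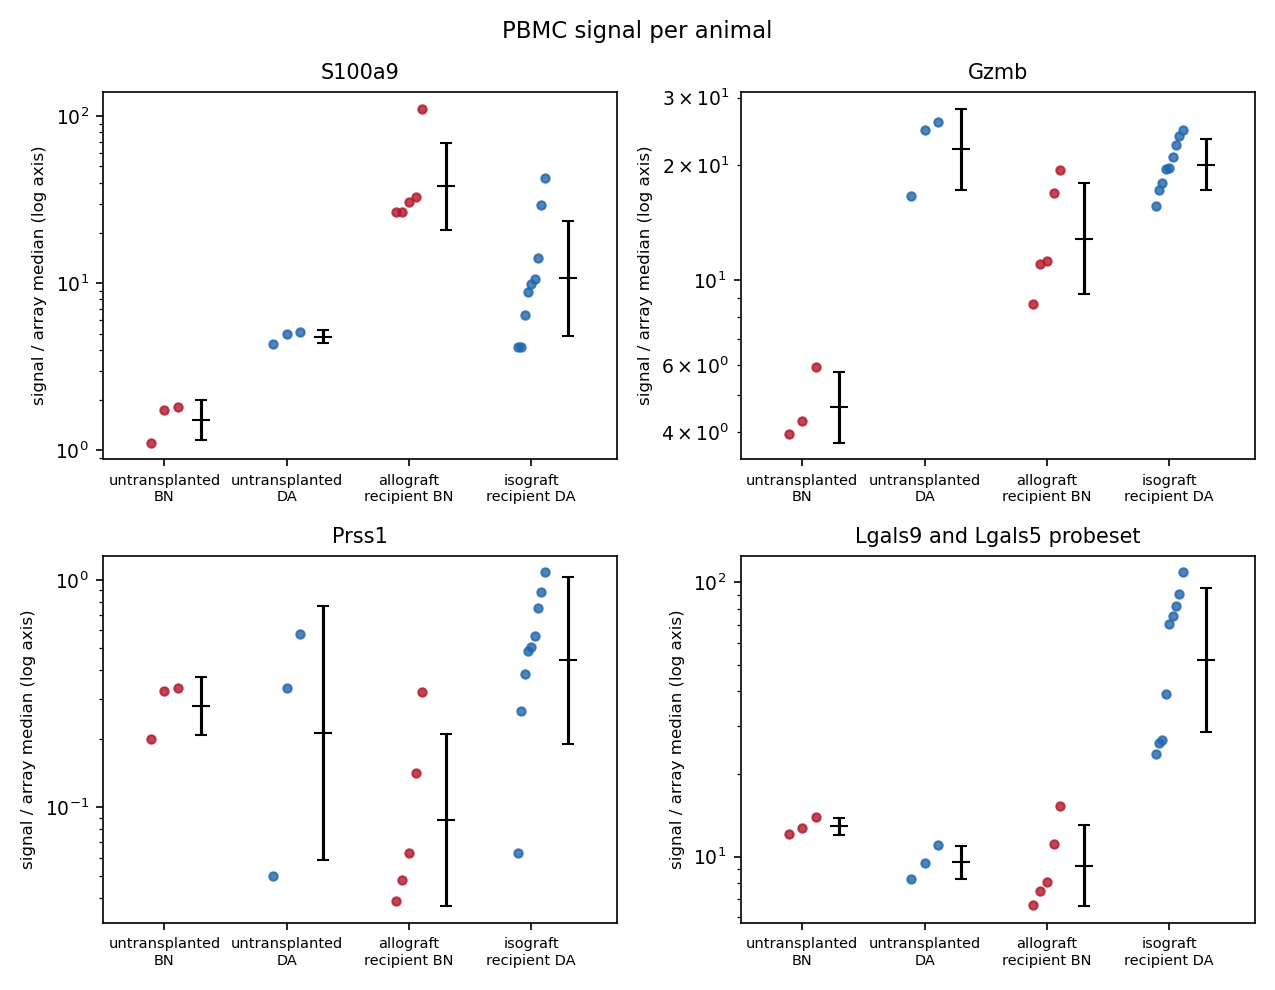
PBMC signal of S100a9, Gzmb, Prss1 and the probeset that lists Lgals9 and Lgals5, as a multiple of the array median on a log axis, in the 4 groups of rats. Prss1 is shown by the probeset matched by gene identifier, and not by the Prss3 probeset whose effects lie near the paper's. Each point is 1 animal (BN red, DA blue) and the black bars are the mean ± SD of the log2 values; the isograft recipients stand apart for the galectin probeset at 60.2 array medians on average, where it follows the red cell genes (rho 1), and transplanted and untransplanted animals were processed in different batches.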

The qRT-PCR and microarray fold change ratios (Strain + Rejection Effect/Strain Effect) for these 4 genes were all directionally concordant (Figure 8).

**Figure 8:**
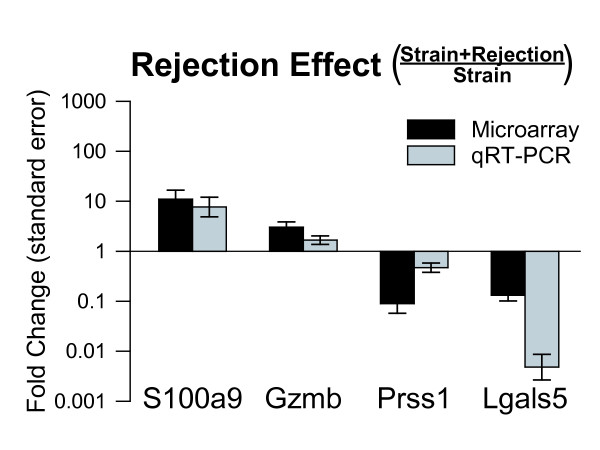
**Validation of microarray results for genes showing a rejection effect independent of animal strain**. Two genes, S100a9 and Gzmb, induced by rejection (Table 1), and 2 genes, Prss1 and Lgals5, suppressed by rejection (Table 2) in peripheral blood mononuclear cells (PBMC) were selected for qRT-PCR. Microarray and qRT-PCR are from the same animals. The rejection effect in PBMC was defined as the strain plus rejection effect divided by the strain effect. Rejection effects on these 4 genes as measured by microarray and qRT-PCR were concordant.

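Candidates meeting the rule in PBMC were tested against the gene lists fixed before the data were examined. Of 38 measured interferon-induced genes, 4 were candidates. All 4 had a higher ratio, namely the antiviral GTPase Mx2 (ratio 6, log2 2.58, SE 0.43), Oas1a (4.7, log2 2.23, SE 0.33), Ifitm3 (3.27, log2 1.71, SE 0.34) and Ifit3 (3.12, log2 1.64, SE 0.46). Their strain plus rejection effects were 0.0906, 1.33, 0.884 and 0.346, so Mx2 and Ifit3 were below the DA level in allograft recipients too. The effect of Ifitm3 did not pass (log2 fold change -0.18, SE 0.19, limma adjusted p = 0.611). A second Mx2 probeset had a ratio of 1.83 (limma adjusted p = 0.465) and did not meet the rule. Of 13 complement genes, 3 were candidates, the subunits C1qb (ratio 31.4, SE 1.66 on the log2 scale), C1qa (13.5, SE 1.28) and C1qc (9.73, SE 0.93), which were 10.8-fold, 5.69-fold and 4.13-fold higher in BN recipients. Their signals in untransplanted BN and DA rats were 0.184 and 0.349, 0.258 and 0.534, and 0.0651 and 0.214 array medians. The strain effect in these ratios therefore compares weak signals. In isograft recipients the signals were 0.126, 0.909 and 0.544, also below the array median, so the fold changes in recipients rest on weak signals too. With 0.25 array medians added before log2 the ratios were 6.09, 6.5 and 4.24. The median log2 ratio of the complement list was -0.23 and its mean 0.69. Of 39 cell death genes none was a candidate, and none reached an adjusted p of at most 0.10 over all genes or when adjusted over the list alone. Of 22 red cell genes, 4 were candidates with a lower ratio, among them Selenbp1 (0.158, SE 0.81) and Bpgm, an enzyme of red cell glycolysis (0.26, SE 0.62). A candidate has to be called in either comparison first. Among the 246 genes so called, of which 30 were candidates, a background chosen after the results were seen, 4 of 12 interferon-induced genes, 4 of 13 red cell genes and 3 of 4 complement genes were candidates (Fisher's exact test, adjusted p = 0.118, 0.118 and 0.0364). For the ratio, at an adjusted p of at most 0.10, 3 interferon-induced genes rose (10 when adjusted over the list alone), while no complement or red cell gene passed (3 higher and 1 lower, and 8 lower, when adjusted over the list alone). In camera, the interferon list (adjusted p = 1.42e-09) and the red cell list (adjusted p = 2.67e-07) passed and both were lost with an estimated correlation (adjusted p = 0.605 with an estimated correlation), and the complement list did not pass. C1qc did not meet the rule without BN3 (log2 ratio 2.81) or DA2 (2.37), Selenbp1 without BN2 (-2.41), BN3 (-2.53) or DA1 (-2.06), and Bpgm without allograft recipients QR3 (-1.82) or QR7 (-1.87) or untransplanted BN2 (-1.87), BN3 (-1.87), DA1 (-1.92) or DA3 (-1.90). With a signal criterion at the 65th percentile C1qb, C1qc and Ifitm3 each lost a call. The study chose its 30 genes on the same arrays. These candidates are therefore not independent of that choice.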

A thematic analysis (Figure 9) of these 30 genes (Ingenuity^® ^Systems, Redwood City, California) [35] connect them to organismal injury, cell death, immune response, the complement system, and interferon signaling, pathways previously associated with allograft rejection. Similarly, a high stringency analysis using DAVID (NIAID, NIH) [36] also found these genes to be strongly associated with the immune response and complement activation.

**Figure 9:**
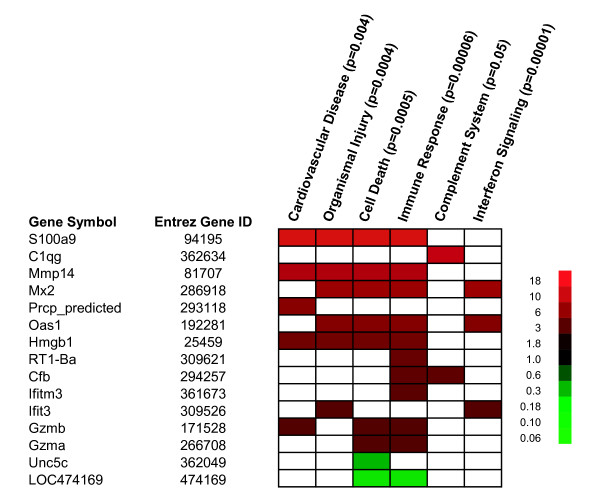
**Thematic analysis of candidate genes associated with rejection in peripheral blood mononuclear cells (PBMC)**. Pathway analysis of genes differentially expressed in PBMC in response to acute cardiac rejection (**Table 1 and 2**) after accounting for strain effects. Red indicates over-expression and green indicates under-expression. Results based on an Ingenuity^® ^Systems Pathway Analysis.

Of the 30 candidate genes, 22 could be mapped to homologous human genes. These 22 homologues were compared against a list of 97 uniquely named genes compiled from 3 human studies investigating differential PBMC gene expression in cardiac ACR [8,31,32]. Two genes, calgranulin B (S100a9; S100 calcium binding protein A9) and granzyme B (Gzmb) were present on both lists. 

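S100a9, one chain of the calprotectin heterodimer of neutrophils and monocytes, had a PBMC signal of 45.5 ± 36.6 array medians (SD, n = 5) in BN allograft recipients and 14.5 ± 13 (SD, n = 9) in DA isograft recipients, a log2 difference of 1.83 (SE 0.50, limma adjusted p = 0.0192). In untransplanted rats it was 1.56 ± 0.391 (SD, n = 3) in BN and 4.8 ± 0.425 (SD, n = 3) in DA animals, a difference that did not pass the test (log2 -1.65, SE 0.73, adjusted p = 0.231), though it did with only those 2 groups in the fit (adjusted p = 0.0464). A single allograft recipient, replicate QR5, had the highest value, 111, and the lowest of the 5 was 26.6. S100a8, the other chain, was 3.9-fold higher in BN recipients (SE 0.40), with a ratio to the strain effect of 2.19 (log2 1.13, SE 0.71, adjusted p = 0.718). Gzmb, a serine protease of cytotoxic lymphocytes, had a signal of 13.4 ± 4.5 (SD, n = 5) in BN allograft recipients and 20.2 ± 3.06 (SD, n = 9) in DA isograft recipients, which is lower in the animals with rejection (log2 -0.64, SE 0.19, adjusted p = 0.028), a call that was lost without allograft recipient QR7 (-0.50, adjusted p = 0.106) and at a brighter Gzmb probeset (-0.41, adjusted p = 0.158). It was 4.72 ± 1.05 (SD, n = 3) in untransplanted BN and 22.4 ± 5.07 (SD, n = 3) in untransplanted DA rats (log2 -2.24, SE 0.27, adjusted p = 5.27e-05). The level in transplanted BN rats cannot be set directly against that in untransplanted BN rats, since they were processed in separate batches.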

In rats with ACR, S100a9 was induced 11 fold and Gzmb was induced 3 fold relative to the strain alone effect.

## Discussion

Relatively large expression differences were detected in PBMC between two strains of rats commonly used in models of organ transplantation. Conversely, only a small number of differentially expressed genes in heart tissue were related to rat strain. The larger effect of strain on gene expression in PBMC compared to heart tissue may in part reflect the abundance of strain-specific, self-recognition molecules that are expressed by lymphocytes. As such, strain specifically affected genes involved with the immune response, cell motility, and cell death, functional categories that might be misconstrued as ACR-related. Moreover, the magnitude of the strain effect in PBMC (FC ≥ 3 for 265 probesets) substantially obscured the gene expression signature of rejection. Potential markers specific to ACR could only be identified after measuring and accounting for the strain effect. Similar variability attributable to genotypic heterogeneity has also been documented in human populations [16,17,38] and therefore has major implications for experimental design and power calculations in patient biomarker studies.

Approximately 85 to 95% of human genetic variation is attributable to individual heterogeneity within a population while the remaining 5 to 15% can be ascribed to differences between populations [16,18]. In addition to external influences and epigenetic factors, this background genetic variation contributes to differences in gene expression [15-17] that may add unwanted noise to results from high – throughput methodologies such as microarrays. Genotypic effects in human PBMC were found to significantly alter the expression of more than 300 transcripts [38]. Major histocompatibility complex-associated and interferon-regulated genes were among those most affected by genotype in human PBMC preparations. Investigations performed in inbred animals reduce this source of variability and thereby serve as a "best case" scenario or "proof of principle." However, genetic background may still negatively impact the results and interpretation of animal experiments, a well recognized concern in gene targeting studies [39]. At particular risk are investigations that require hybrid animals or multiple animal strains.

Natural variation in gene expression has been well documented among laboratory strains of fruit flies [19] and mice [20-22,40]. Expression profiling of brain [20,21], spleen [21], and liver [22] have determined that 1 to 3% of mouse transcripts are significantly affected by animal strain. In addition to these baseline effects, the gene expression response to seizure was shown to be significantly different comparing the brains of two inbred strains of mice [20]. Even more relevant to immunity and transplant medicine, bone marrow derived macrophages from 5 mouse strains displayed unique transcriptional phenotypes in response to lipopolysaccharide challenges [40]. Allogeneic animal transplant models typically employ two immunologically distinct strains to serve as donor and recipient. Therefore background genotypic effects on transcript abundance have a real potential to confound the search for biomarkers and new therapeutic targets. In the current study, the impact of rat strain on PBMC gene expression was unexpectedly large and primarily affected transcripts associated with the immune response, effects that could be misinterpreted as ACR-related. These results underscore the importance of experimental designs and analytical approaches in expression profiling studies that control for strain effects in animal models and genotypic heterogeneity in patient populations.

Measuring and then adjusting *post hoc *for large strain effects on gene expression identified 30 genes with the potential to be differentially regulated during rejection in circulating PBMC. A thematic analysis of this list suggested biological plausibility. However, homologues of only two of these genes, S100 calcium binding protein A9 and granzyme B have been previously linked to cardiac rejection in humans [8,32]. Two S100 like binding proteins, myeloid related protein 8 (MRP8) and MRP14, have been shown to be increased in the serum of patients relatively early in acute renal allograft rejection [41]. Granzyme B has also been found to be over-expressed in the peripheral blood of patients with acute renal allograft rejection [42]. Another potentially rejection-related gene from the current study, high mobility group box 1 (Hmgb1) has been investigated in a previous animal study of acute rejection [43]. In a murine cardiac transplant model, Hmgb1 expression was significantly increased in allogeneic compared to isogeneic transplants. Increased expression of Hmgb1 in allografts was associated with active secretion of Hmgb1 by infiltrating immune cells. Blockade of extracellular Hmgb1 significantly delayed acute allograft rejection [43].

This study has several limitations. PBMC from transplanted animals differed by both transplant type (isogeneic vs. allogeneic) and animal strain. If strain and ACR interacted in a non-additive manner then the selection of rejection-related genes might have been unreliable. These genes require confirmation using an experimental design that avoids the need for cross strain comparisons. Likewise, it would be prudent to validate any results in more than one rat strain. Robust genes that identify rejection within multiple rat strains might be more likely to serve as reliable biomarkers in patients with their inherent heterogeneity. Another potential limitation of our analysis was the assumption that systemic effects of ACR on native hearts were minimal and that expression differences in native hearts were almost entirely due to strain. Nonetheless, the heart tissue strain effect, examined only in native hearts, was relatively small. Finally, in our study and others, some gene expression differences attributed to ACR in heart tissue may reflect the detection of strain-associated gene expression attributable to recipient lymphocytes that have infiltrated the donor allograft.

Despite these limitations, our results have implications for recent efforts to identify biomarkers of ACR in peripheral blood [8,31,32,44-46]. Human genetic variation has a substantial impact on gene expression independent of exogenous factors and conditions [15-17,38]. Notably, the influence of genetic variation on transcript abundance appears to be particularly strong in cells of the immune system [17,38]. Baseline genetic differences between human transplant recipients may make it difficult to identify a universally applicable set of biomarkers for noninvasively detecting acute cellular rejection. Complex interactions between genetic background (polymorphisms), comorbidities, and immunosuppressive regimens may further degrade the performance characteristics of biomarkers in this heterogeneous patient population.

## Conclusion

Tissue specific differences in strain between donor and recipient animals can confound gene expression profiles in animal models of ACR. In heart tissue, there is a very modest strain effect which shares little in common with the effects of rejection in transplanted hearts. In PBMC, there is a substantial strain effect in untransplanted animals which shares a great deal in common with the combined effects of strain and rejection in transplanted animals. When performing animal gene expression studies, animal strain effects should be considered and accounted for in the design and analysis of the study. Given the magnitude of strain-related effects in PBMC preparations, the most prudent approach would be to avoid cross-strain comparisons in leukocyte studies of transplant rejection. These findings may also have implications for gene expression studies in diverse, genetically heterogeneous patient populations undergoing transplantation.

## Authors' contributions

KJD and PCM participated in study design, implementation, and data analysis. HC participated in study implementation. SJK, KJN, JJB, and PJM performed the bioinformatics and statistical analysis. CL and SMT processed samples for microarrays. SA performed the quantitative PCR. JDS assessed and graded histopathology of all tissue samples. RLD participated in study design, and data analysis. MAS conceived of the study, and participated in its design, coordination and analysis. All authors contributed towards the drafting of the manuscript and read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Heart Tissue: Alterations in Gene Expression due to Strain Effect and Rejection Effect (color coded based on Venn diagram, Figure **3A**)**. This table lists probesets manifesting differential expression attributable to strain, rejection, or both for heart tissue. Differences in heart tissue gene expression were assessed by ANOVA. A false discovery rate of 10%, a present call of at least 50% in either of the two groups being compared, and a fold change of at least 3 was required to declare a probeset as differentially expressed. Click here for file

Additional file 2 **Peripheral Blood Mononuclear Cells: Alterations in Gene Expression due to Strain Effect and Strain + Rejection Effect (color coded based on Venn diagram, Figure **3B**)**. This table lists probesets manifesting differential expression attributable to strain in untransplanted animals, strain plus rejection in transplanted animals or both for peripheral blood mononuclear cells (PBMC). Differences in PBMC gene expression were assessed by ANOVA. A false discovery rate of 10%, a present call of at least 50% in either of the two groups being compared, and a fold change of at least 3 was required to declare a probeset as differentially expressed. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

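The measurements are gene expression in rat heart and in PBMC. Heart tissue was measured on 18 RAE230A arrays (5 native BN hearts, 4 native DA hearts, 5 DA allografts and 4 DA isografts) and PBMC on 20 RAE230 2.0 arrays (5 BN allograft recipients, 9 DA isograft recipients, 3 untransplanted BN and 3 untransplanted DA rats), with 1 array per sample and recipients studied on post-transplant day 6. The deposited values are signal intensities on a linear scale, which the authors derived with the MAS5 algorithm of the array software and scaled so that the mean of each array without the lowest and highest 2% of probesets was about 100. The version of that software is not stated, and present calls were not used here. In Methods, the authors normalized signals to the median, log transformed them, and used analysis of variance with a false discovery rate of 10%, present calls in at least 50% of samples and a fold change of at least 3.

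From the deposited intensities, each array was divided by its median signal and transformed to log2. The median signal ran from 38.3 to 50.8 over the heart arrays and from 20.2 to 36.8 over the PBMC arrays. On each array type 57 control probesets were left out, which leaves 15866 in heart and 31042 in PBMC, and all 15866 are also on the PBMC array. Gene names come from the platform annotation, with symbols updated through the gene identifier to the rat assembly GRCr8, which was used for names only. Of the heart probesets 12783 had 1 symbol, 312 several and 2771 none, and of the PBMC probesets 20826, 436 and 9780. Of those with 1 symbol, 12748 and 20758 matched the assembly's gene table. A probeset with several symbols entered no gene list and is given by all its symbols; for Hmgb1, Cfb and Lgals5 of Tables 1 and 2 such a probeset, matched by gene identifier, stands for the paper's gene, which it may not measure alone. No array was left out and no 2 arrays held identical values.

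Each tissue was fitted in limma 3.58.1 under R 4.3.3 with lmFit and eBayes, with a mean for each of the 4 groups and no other term. A probeset was called at a Benjamini-Hochberg adjusted p of at most 0.10 over all non-control probesets, a fold change of at least 3, and a signal at or above the array median in at least 50% of the samples of either group. Heart comparisons were native BN against native DA hearts (strain effect), allografts against isografts (rejection effect) and isografts against native DA hearts (surgical effect). PBMC comparisons were untransplanted BN against DA rats (strain effect) and allograft against isograft recipients (strain plus rejection effect), and their difference on the log2 scale is the ratio of both effects. Candidates for rejection are probesets called in either PBMC comparison with a ratio of at least 3 in either direction at an unadjusted p of at most 0.01. Rats are separate animals, so p-values measure the spread between animals, and the number of arrays limits the precision. The rejection and surgical effects share the isografts. In native hearts, strain coincides with the type of graft received, so the heart strain effect holds both.

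Before the data were examined, 24 gene lists for leukocyte types, antigen presentation, cell death, heart muscle, matrix and other cell types were fixed, together with the comparisons, alternatives and the rule for named genes. Lists with at least 3 measured genes were tested with 1 probeset per gene (the one with the highest mean signal). Members past an adjusted p of 0.10 were counted over all probesets and over the list alone, limma's camera was run with a preset correlation of 0.01 and with an estimated correlation, and Fisher's exact test compared called genes in a list with the other genes past the signal criterion. Adjusted p-values of lists are over the lists of a comparison. Principal components were taken over all probesets, in PBMC after removal of the batch with strain kept in the model, and were set against 1000 random data sets with the spread of each probeset. Clustering used 1 minus Pearson's r and average linkage on called probesets.

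The genes named are, per comparison, the 8 called genes that rose most and the 8 that fell most with 1 symbol and no overlap between the groups' samples, every gene that the results text or Tables 1 and 2 name (their values in the tables had been seen when the rule was written), every heart probeset called for both strain and rejection with 1 symbol, and up to 4 members of each list with the largest change at an adjusted p of at most 0.10. A gene of Tables 1 and 2 is represented by the probeset of its gene identifier that meets the rule of those tables, with the largest ratio if several do. Any other gene is represented by its brightest probeset. Of the genes that this rule selects, 1 is not reported here.

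A native and a transplanted heart with the same number come from the same recipient, as the sample labels and the transplant model give it, so these samples pair. After the group means were taken out, the 9 pairs had correlations from -0.124 to 0.214, of which 3 were over 0.1, and in 4 pairs the native heart correlated best with the graft of its own recipient. Both a fit with the recipient as a block and one without were made, and the second is the one reported.

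The fit was tested on simulated data made from the means and spreads of the real arrays, with 50 changed probesets of each size. In the heart strain comparison over 15866 probesets, 78% of changes of 1 on the log2 scale and 96% of changes of 2 passed the adjusted p, and 94% of changes of 2 passed the fold change as well. In the PBMC strain comparison over 31042 probesets the numbers were 48%, 94% and 90%. False calls at the adjusted p made up 7.88% for heart strain, 7.43% for rejection, 11.6% for the surgical effect, 8.11% for PBMC strain and 12.5% for strain plus rejection. The surgical effect and strain plus rejection lay above 10% in these simulated data. They rest on 25 of 215 and 28 of 224 calls, too few to tell whether the true share exceeds 10%.

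Alternatives covered quantile normalization, signals as deposited, 0.25 array medians added before log2, signal criteria at the 65th and 35th percentile and none, a fold change of 2, 1 probeset per gene, adjustment over the probesets past the signal criterion, unmoderated variances, a fit of only the 2 groups compared, the recipient as a block, other settings of the components and clusters, and each sample left out in turn. For each comparison, up to 100 other divisions of the same samples were fitted. The qRT-PCR values and the pathway database of the paper were not used here.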

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

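The tests of red cell genes and of probesets of the same gene were chosen only after the results had been seen. In 78 groups of 4, 5 or 9 samples, the gap between the most extreme sample and its nearest neighbor was divided by the range of the group (Dixon's ratio), and 7 groups held a sample far from the others, against 3.9 expected, since chance gives about 1 in 20. The PC1 score of native BN heart A5 was 36.3 while the other 4 lay between 44.7 and 47 (ratio 0.785). The median signal of native DA heart I12 was 44.8 and of the others 40.5 to 41.2 (ratio 0.843). In allograft recipient QR5 the log2 signal of Ms4a7 was -3.46, against 0.894 to 2.05 in the others (ratio 0.79), and without this animal Ms4a7 was higher in allograft than in isograft recipients (log2 fold change 0.80, limma adjusted p = 0.0627). The same animal had the highest S100a9 signal, 6.79 against 4.73 to 5.03 (ratio 0.855). Allograft recipient QR3 had the lowest Dtnbp1 signal, -2 against -0.436 to -0.122 (ratio 0.833), and the highest signal of the Sik1 probeset, 2.49 against 1.95 to 2.01 (ratio 0.892); the ratio of its effects was no longer past the threshold without BN1 (log2 -2.53), BN3 (-2.41) or DA1 (-1.33). For Prss1, isograft recipient QR21 lay at -4 and the other isograft recipients between -1.92 and 0.115 (ratio 0.505).

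The difference between BN and DA animals in PBMC was not equal in untransplanted and transplanted animals at 63 probesets in the test of the ratio at an adjusted p of at most 0.10, which holds rejection and surgery as well as strain. The paper describes the surgical effect by PC2 and gives no number of probesets for it; 144 were called between isografts and native DA hearts. For the strain effect common to both tissues, on which the paper does not report, 8 probesets were called in both. Among 7280 probesets past the signal criterion in both tissues, 31 were called in heart and 92 in PBMC, so that 0.392 would be called in both if the lists were independent (Fisher's exact test, p = 2.97e-09). All 8 had the same direction in both tissues. RT1-A was at 0.26 times its DA level in BN hearts and 0.0192 times in BN PBMC, and Ythdf2 at 7.31 and 3.2 times. Lysmd4 was at 4.1 and 17.5 times (not called with a signal criterion at the 65th percentile), and RT1-Ba by 1 of its 4 probesets at 0.136 and 0.0492 times. In PBMC, another and brighter Ythdf2 probeset had a log2 fold change of -0.265, and another Lysmd4 probeset -0.721. Neither was called, and both lie opposite to the values given for these genes. The probeset whose annotation lists Hmgb1 and a pseudogene of it was at 0.314 and 0.172 times, and 3 probesets have no name here.

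Red cell genes were lower in allograft recipients relative to the strain effect, with a median log2 ratio of -1.66 over 22 genes, though none of the 22 passed an adjusted p of 0.10 over all probesets (8 lower when adjusted over the list alone) and the camera call of the list was lost with an estimated correlation (adjusted p = 0.605 with an estimated correlation). The tables argue against 1 library as the cause, since without any 1 of the 20 libraries the median ratio lay between -1.86 (without QR5) and -1.3 (without BN2). A hypothesis is a varying share of red cells or their precursors, which a density gradient removes in part: across the 9 arrays of isograft recipients the genes moved together (median pairwise Pearson r 0.9, against 0.507 at the 95th percentile of 1000 random lists). The most abundant of them, Hbb, had a log2 ratio of -0.04 (SE 0.70) but -1.12 without BN1, and it lay at 77% to 94.7% of the highest signal of the array in all 14 recipients, where it may have had little room to rise. Whether the share differs through preparation of the blood or through strain, graft or rejection, which coincide in recipients, stays open. Red cell genes had a median log2 signal of 3.36 ± 0.70 (SD, n = 9) in isograft recipients and 2.03 ± 0.82 (SD, n = 5) in allograft recipients. It was 0.14 ± 0.77 (SD, n = 3) in untransplanted BN and 0.75 ± 0.51 (SD, n = 3) in untransplanted DA rats. The median log2 ratio of -1.66 is taken over the ratios of the genes and not from these array medians.

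Some strain differences in PBMC were seen by 1 probeset of a gene and not by another. For 82 called probesets of 61 genes, the next probeset of the gene showed a median share of 0.645 of the log2 fold change (95% bootstrap interval 0.476 to 0.844), 39 of these were called too and 11 had the opposite sign. In the heart rejection effect, in which graft strain does not differ, the median share was 0.84 (0.784 to 0.886). In the heart strain effect it was 0.218 (-0.005 to 0.29) for 16 probesets, where none of the other probesets was called and 5 had the opposite sign. A hypothesis is that sequence variants between the strains under the probes lower the share, and noise of dim probesets could do the same, but among PBMC probesets with a mean signal of 4 array medians or more the share was 0.844 (0.422 to 0.955) while in the heart strain effect it was 0.29 (-0.005 to 0.529) for 7 such probesets. The intervals in PBMC are too wide to tell these 2 from a true difference between transcripts of a gene, and the selection of the larger of 2 noisy estimates was not tested.

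The numbers of called probesets were compared with other divisions of the same samples into groups of the same sizes. For the strain effect in heart, 1 of 100 divisions, the real one, called as many as 57, and the highest other called 22. For the rejection effect it was 1 of 100 (1406, highest other 949) and for the strain plus rejection effect in PBMC 1 of 100 (323, highest other 21). Chance is argued against for these 3. In the surgical effect, the isografts and native DA hearts come from the same 4 recipients, and the divisions that part all pairs are 8, too few for a share under 0.05: 1 of 8 called as many as the real 144, and the highest other called 0. Of all 35 divisions, the highest other called 1. For the strain effect in PBMC, 3 against 3 rats give only 10 divisions, too few for such a share, and 1 of 10 called as many as the real 325, with 1 as the highest other.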

How the results depend on the processing

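The values without red cell genes come from an alternative chosen only after the data had been seen. Over 4483 values of named genes under processing alternatives, 4275 kept their direction and side of the threshold, 185 no longer passed, 19 passed anew and 4 reversed. With 1 sample left out, 10278 of 10806 kept them, 509 no longer passed and 19 passed anew. The 4 reversals arose where genes of Tables 1 and 2 were represented by their brightest probeset: Dtnbp1 had a log2 strain effect of 0.12, and RT1-Ba a strain effect of 6.48, a strain plus rejection effect of 5.5 and a ratio of -0.97, since these genes have probesets that differ in direction (the RT1-Ba strain plus rejection effect of the reported probeset was lost without QR4, -0.65). Weak signals limit the results, since the signal criterion decides how many dim probesets are called, and a fold change of 2 moved the numbers of probesets further than leaving that criterion out, and the numbers of candidate genes less. For the other changes the cause was not tested.

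With no signal criterion, 124 probesets (57 as reported) were called for heart strain, 332 (144) for the surgical effect, of which 64.8% (91%) were higher, 48 (27) for the heart overlap, 808 (325) for PBMC strain, 597 (323) for strain plus rejection and 212 (139) for the PBMC overlap. Candidates were 84 (23) induced and 76 (21) suppressed genes, r in PBMC was 0.635 (0.82), and 17 (8) probesets were shared by the strain effects of heart and PBMC with r of 0.094 (0.224). At the 65th percentile there were 199 for PBMC strain, 13 induced and 11 suppressed genes, and at the 35th 88 for heart strain, 219 surgical, 524 for PBMC strain, 42 induced and 37 suppressed genes and r of 0.761. With 0.25 array medians added, there were 35 for heart strain, 88 surgical, 15 in the heart overlap, 205 for strain plus rejection and 15 induced genes. At a fold change of 2 there were 156, 2717 (1406) and 441 (79.4% higher) for the heart effects, 81 in their overlap, 829 and 991 in PBMC with an overlap of 402, and 48 induced and 59 suppressed genes. With 1 probeset per gene there were 33 for heart strain, 17 in the overlap, 149 for PBMC strain (51% higher, 40.6% as reported), 163 for strain plus rejection and 66 in the overlap. Over all probesets past the signal criterion r was 0.172 in heart (0.253) and 0.739 in PBMC. On signals as deposited 53.2% of the PBMC strain calls were higher.

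PC1 in heart held 58.6% of the variance (40.1%) and PC1 and PC2 in PBMC 27.9% (15.9%) and 10.1% (7.66%) with 0.25 array medians added, 33.1%, 21.3% and 11.4% with unit variances, and 65.9%, 38% and 11.4% over probesets past the signal criterion. Without batch correction the PBMC components held 24.9% and 11.5%, and PC2 held 8.58% on signals as deposited.

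Of 414 list results, 394 were kept, 13 no longer passed camera and 7 passed anew. Under quantile normalization the macrophage (median 0.31) and respiratory (-0.02) lists no longer passed for heart strain and the sarcomere list did (0.08). B cell (0.61) and complement (0.77) lists no longer passed for rejection, the sarcomere list passed for surgery (0.08), and sarcomere (0.29), cardiac stress (0.45) and matrix (0.23) lists no longer passed for strain plus rejection. On signals as deposited, the macrophage list for heart strain (0.31), B cell (0.57) and complement (0.82) for rejection, and sarcomere (0.24) and matrix (0.28) for strain plus rejection no longer passed, while NK (-0.63) and class I (-0.26) passed for PBMC strain. With the offset, macrophage no longer passed for heart strain (0.27), and platelet for rejection (0.77), chemokines for PBMC strain (0.1) and neutrophil for strain plus rejection (0.97) did.

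With the recipient as a random block (correlation within pairs 0.0575), 57, 1406 and 144 probesets were called for the heart effects and r was 0.253, and with the pairing as a fixed block 96 were called for the surgical effect. The block changed no call by over 1.5 times. No count, r or share of variance changed beyond its limit with 1 sample left out: 51 to 62 for heart strain, 1274 to 1500 for rejection, 112 to 162 surgical, 24 to 28 in the overlap, r 0.213 to 0.286, PC1 37.4% to 41.8% and PC2 7.16% to 8.85%. In PBMC these were 313 to 368, 317 to 340, 130 to 142, r 0.8 to 0.831, 18 to 26 induced and 15 to 25 suppressed genes, PC1 15.5% to 16.9% and PC2 7.53% to 8.23%. Without red cell genes there were 324 for PBMC strain, 307 for strain plus rejection, 23 induced and 17 suppressed genes.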

Differences from the paper's values

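The search for other probesets with values near those of the paper was made only after the differences had been seen. For the strain effect in heart the paper gives 33 probesets and 57 were found here at its fold change and false discovery rate, with a signal criterion in place of the present call. Of 30 alternatives set before the data were examined, 4 lie within 1.5 times the paper's value, namely 1 probeset per gene (33), 0.25 array medians added before log2 (35), a signal criterion at the 65th percentile (40) and a fit of only the 2 groups (45), and 26 do not. For the overlap of strain and rejection the paper gives 13 probesets, 11 of them in one direction, and 27 and 22 were found here. Of 30 alternatives, 3 lie within that range: 1 probeset per gene (17 and 15), the offset (15 and 13) and the 65th percentile (18 and 15), and the other 27 do not. With the candidate rule on the strain plus rejection list alone, as Methods state it, 14 suppressed genes were found. That list gave 7 induced genes, against 18 in the paper. For suppressed candidate genes the paper gives 12, and 21 were found here with the probesets called in either comparison. Of 29 alternatives 9 lie within 1.5 times: quantile normalization (18), the 65th percentile (11), the offset (14), unmoderated variances (17), and leaving out allograft recipient QR6 (18), untransplanted rats BN3 (15), DA1 (17) or DA2 (16), or isograft recipient QR20 (18), and 20 do not.

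Among genes of Tables 1 and 2 the paper gives Med30 a strain plus rejection effect of 0.27, a strain effect of 0.04 and a ratio of 7.09, and 0.745, 0.827 and 0.9 were found. For Prcp the paper's strain effect is 0.21 and its ratio 4.89, against 0.029 and 43.1 here; another Prcp probeset had a strain effect of 0.205 and a ratio of 4.97. For Prss1 the paper's strain plus rejection effect is 0.08, against 0.199 here. A probeset named Prss3 had 0.0763, with a strain effect of 0.901 and a ratio of 0.0846, where the paper gives Prss1 0.91 and 0.09. For Timm9 the paper gives 2.2, 17.91 and 0.12, against 0.613, 0.775 and 0.791 here. An unnamed probeset had 2.24, 20.4 and 0.11. Both of these other probesets met the rule for candidates, so a different probeset or annotation may account for the differences at Prss1 and Timm9. For each of these values of Med30, Prcp, Prss1 and Timm9, none of the 28 alternatives for an effect or 27 for a ratio came within 1.5 times the paper's value.

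In PBMC the paper treats PC2 as not significant, while here its share of the remaining variance, 9.11%, was above the highest of 1000 random data sets (6.04%). The paper puts the share of rejection probesets that overlap with strain lower than the 1.92% found here. It describes native BN and DA hearts as grouped together, and here they differed on PC1 by -7.67 (exact permutation p = 0.00794) and not on PC2. In the PBMC overlap 1 probeset of the paper's list changed in opposite directions, and all 139 found here had one direction.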

Other observations

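No test in this part was chosen after its result had been seen. Heart grafts that were not rejected differed from the native hearts of the same recipients in more than matrix and macrophage genes. Acta1, the skeletal alpha-actin of stressed myocardium, was 6.99-fold higher in the 4 isografts than in the 4 native DA hearts (log2 fold change 2.80, SE 0.28), the protease inhibitor Timp1 6.62-fold (2.73, SE 0.39) and the growth factor Ccn2 5.05-fold (2.34, SE 0.25). Of 17 measured cardiac stress genes 9 were higher and none lower (10 when adjusted over the list alone; adjusted p = 0.0722 in camera with an estimated correlation). Of 10 class II genes 7 were higher (8 when adjusted over the list alone), led by RT1-Bb (3.86-fold, SE 0.22). Their list passed camera (adjusted p = 2.09e-06) but not with an estimated correlation (adjusted p = 0.107 with an estimated correlation). Of 14 red cell genes 5 were lower and none higher (11 lower when adjusted over the list alone). The red cell list passed camera (adjusted p = 0.000404) but not with an estimated correlation (adjusted p = 0.107 with an estimated correlation). Genes of energy metabolism were lower: 16 of 36 of fatty acid oxidation (21 when adjusted over the list alone) and 19 of 61 of the respiratory chain and citric acid cycle (37), with camera calls lost for both (adjusted p = 0.337 and 0.389 with an estimated correlation). The largest increases outside the lists include Prss35 (27.4-fold, SE 0.82), and the largest decreases Pla2g2a, a secreted phospholipase (4.39-fold, SE 0.39), and Rab3b (3.9-fold, SE 0.31). The genes given had a limma adjusted p of at most 0.00408.

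Rejecting hearts also changed in genes beyond lymphocyte and muscle lists. The haem oxygenase Hmox1 was 14.8-fold higher in allografts than in isografts (log2 fold change 3.89, SE 0.24) and the coagulation factor F13a1 13.8-fold (3.79, SE 0.18). All 5 measured neutrophil genes were higher, including S100a9 (9.45-fold, SE 0.57), and passed camera (adjusted p = 0.00856) but not with an estimated correlation (adjusted p = 0.131 with an estimated correlation). Of 24 interferon-induced genes 17 were higher and 1 lower (18 and 1 when adjusted over the list alone; adjusted p = 0.0929 with an estimated correlation), including Gbp2 (7.92-fold, SE 0.25) and the chemokine Cxcl9 (6.82-fold, SE 0.27). Of 20 adhesion genes 11 were higher and 2 lower (12 and 2 when adjusted over the list alone; adjusted p = 0.0579 with an estimated correlation), including Coro1a, an actin regulator of leukocytes (11.7-fold, SE 0.22). Matrix genes went both ways, with 12 of 45 higher and 22 lower (12 and 23 when adjusted over the list alone). Osteopontin (Spp1) was 19.3-fold higher (SE 0.34), Tgfbi 12.4-fold higher (SE 0.21) and dermatopontin (Dpt) 18.6-fold lower (SE 0.33), and the list was enriched among called genes (Fisher's exact test, adjusted p = 4.44e-07) without a direction in camera (adjusted p = 0.452). Of 13 red cell genes 5 were lower and 1 higher, including Ank1 (15.1-fold lower, SE 0.20).

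In PBMC, most B cell genes that passed the test were higher in BN animals and most platelet genes that passed were lower. Of 15 B cell and plasma cell genes, 4 were higher in untransplanted BN rats and none lower (6 when adjusted over the list alone), including Cd22 (2.03-fold, SE 0.19), a list that passed camera (adjusted p = 2.11e-06) but not with an estimated correlation (adjusted p = 0.298 with an estimated correlation), and 7 were higher and 1 lower in BN recipients (8 and 3 when adjusted over the list alone), including Cd79b (1.86-fold higher, SE 0.23). The antibody chain Jchain was 2.25-fold lower in BN recipients, with a ratio to the strain effect 4.33-fold lower (SE 0.40, limma adjusted p = 0.0392). Of 18 platelet genes 7 were lower and 1 higher in untransplanted BN rats (11 and 1 when adjusted over the list alone; camera adjusted p = 0.00204, lost at an adjusted p = 0.533 with an estimated correlation), and 14 were lower in BN recipients and 2 higher (16 and 2 when adjusted over the list alone), including Gp5 (3.56-fold lower, SE 0.23) and Itga2b (3.24-fold lower, SE 0.21). Camera calls of both lists in recipients were lost with an estimated correlation (adjusted p = 0.386 for B cell and 0.412 for platelet genes with an estimated correlation). In untransplanted rats Itga2b was 2.09-fold lower in BN, and no longer past the adjusted p without BN1 (log2 fold change -0.84), DA1 (-0.96) or DA2 (-0.93). Of 10 NK cell receptors 5 were lower and 1 higher in untransplanted BN rats (7 and 2 when adjusted over the list alone; camera adjusted p = 0.149), with Ncr3 3.22-fold higher (SE 0.26) and Ncr1 2.74-fold lower (SE 0.29) in BN. Of 39 cell cycle genes 11 were higher and 2 lower in BN recipients (12 and 3 when adjusted over the list alone; adjusted p = 0.412 with an estimated correlation), including Prc1 (2.29-fold higher, SE 0.21).

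A hypothesis is that part of the rejection effect in heart reflects the strain of the infiltrating cells, since leukocytes in a DA allograft come from the BN recipient and those in an isograft from a DA recipient. At 168 probesets called for the strain effect in untransplanted PBMC and present on both arrays, this effect and the heart rejection effect had a Pearson r of 0.33 (permutation p = 5e-05, 95% bootstrap interval over genes 0.181 to 0.471) and a Spearman rho of 0.295 (permutation p = 0.00013), and 107 of 168 had the same sign. These are correlations across probesets, which are not independent replicates. At the same probesets, the PBMC strain effect had a larger Pearson r with the strain effect of native hearts (0.507, permutation p = 1e-05), and 115 of 168 had the same sign. After the strain effect of native hearts was taken out, the partial r was 0.165 (permutation p = 0.033, interval 0.017 to 0.322). That effect is itself estimated with error, so taking it out corrects only in part. The partial r therefore cannot decide whether the strain effect of native hearts is the whole cause. BN transcripts of infiltrating leukocytes may contribute, while a change of these genes in rejection itself was not tested.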
